# Metabolic Signature of Articular Cartilage Following Mechanical Injury: An Integrated Transcriptomics and Metabolomics Analysis

**DOI:** 10.3389/fmolb.2020.592905

**Published:** 2020-12-17

**Authors:** Jennifer Southan, Emily McHugh, Heather Walker, Heba M. Ismail

**Keywords:** cartilage, injury, osteoarthritis, transcriptomics analysis, metabolomics, arginine metabolic pathways, glycolysis (glycolytic pathway)

## Abstract

Mechanical injury to the articular cartilage is a key risk factor in joint damage and predisposition to osteoarthritis. Integrative multi-omics approaches provide a valuable tool to understand tissue behavior in response to mechanical injury insult and help to identify key pathways linking injury to tissue damage. Global or untargeted metabolomics provides a comprehensive characterization of the metabolite content of biological samples. In this study, we aimed to identify the metabolic signature of cartilage tissue post injury. We employed an integrative analysis of transcriptomics and global metabolomics of murine epiphyseal hip cartilage before and after injury. Transcriptomics analysis showed a significant enrichment of gene sets involved in regulation of metabolic processes including carbon metabolism, biosynthesis of amino acids, and steroid biosynthesis. Integrative analysis of enriched genes with putatively identified metabolite features post injury showed a significant enrichment for carbohydrate metabolism (glycolysis, galactose, and glycosylate metabolism and pentose phosphate pathway) and amino acid metabolism (arginine biosynthesis and tyrosine, glycine, serine, threonine, and arginine and proline metabolism). We then performed a cross analysis of global metabolomics profiles of murine and porcine *ex vivo* cartilage injury models. The top commonly modulated metabolic pathways post injury included arginine and proline metabolism, arginine biosynthesis, glycolysis/gluconeogenesis, and vitamin B6 metabolic pathways. These results highlight the significant modulation of metabolic responses following mechanical injury to articular cartilage. Further investigation of these pathways would provide new insights into the role of the early metabolic state of articular cartilage post injury in promoting tissue damage and its link to disease progression of osteoarthritis.

## Introduction

Cartilage is a unique connective tissue with only one cell type – the chondrocytes – embedded in a rough matrix rich in collagen II fibers and proteoglycan contents. Cartilage is an aneural and avascular tissue (Huber et al., 2000), making it a model connective tissue to study the direct responses arising from cells in response to mechanical injury. The low surface attrition and high lubrication of articular cartilage allow the smooth surface articulation of opposing joint surfaces and the protection of cartilage surface from shear stress (Seror et al., 2015). Cartilage collagen fibers are oriented and highly cross-linked, which aids the efficient joint articulation and provides the matrix with high tensile properties (Palmoski et al., 1979; Vanwanseele et al., 2002). Articular cartilage chondrocytes are highly mechanosensitive cells although they rarely divide in healthy cartilage tissue and may appear quiescent (Soder et al., 2002; Tesche and Miosge, 2004; Kvist et al., 2008).

Mechanical injury is a cause of articular cartilage damage and is the main risk factor in the development of osteoarthritis; a degenerative disease affecting the synovial joints which is characterised by deterioration of the articular cartilage (reviewed in Lohmander et al., 2007; Thomas et al., 2017). Although OA is a common and disabling disease currently affecting at least 250 million worldwide (Prieto-Alhambra et al., 2014), its pathogenesis is poorly understood. There is still no disease-modifying medical therapy for OA, which creates a major socioeconomic burden in the population (Hunter and Bierma-Zeinstra, 2019).

Recently, a number of studies have employed large-scale omics approaches to understand OA as a heterogeneous disease with a purpose to phenotype and stratify patient groups and to identify early disease biomarkers. Metabolomics profiling provides an unbiased comprehensive analysis of metabolites as the end products of cellular processes in a biological system. Several studies employed either targeted or untargeted metabolomics analysis using NMR or LC-MS platforms in different tissues from OA patients’ synovial joints including the bone, cartilage, and synovial tissues while other studies focused on the analysis of body fluids from OA patients as synovial fluid, serum, and urine (Lamers et al., 2005; Shet et al., 2012; Mickiewicz et al., 2015; Jin et al., 2016; Marchev et al., 2017; Carlson et al., 2018; Hinata et al., 2018). These studies revealed possible common metabolic changes associated with OA including amino acid metabolism, glycolysis, TCA cycle, and ATP biosynthesis (reviewed in Rockel and Kapoor, 2018).

The cartilage damage in OA may be caused by maladaptive responses to repetitive mechanical injury. Using murine and porcine *ex vivo* models of cartilage injury, we previously showed that mechanical injury to cartilage rapidly activates the intracellular signaling pathways characteristic of the inflammatory response including TAK1 (Ismail et al., 2017), NFκB, MAP kinases (Vincent et al., 2002; Gruber et al., 2004; Watt et al., 2013; Ismail et al., 2017), and Src (Watt et al., 2013) followed by induction of genes characteristic of inflammation (Chong et al., 2013; Ismail et al., 2017). Using these models of early cartilage injury is a useful tool to identify the cellular responses of articular cartilage to mechanical injury insults. This will provide a deep understanding of the key pathways modulated by injury and give insights into how early responses to injury would induce tissue damage leading to pathological injury-linked diseases as seen in OA.

Here we have identified the metabolic signature of articular cartilage post mechanical injury using an integrative analysis of transcriptomics and global metabolomics profiling of murine femoral epiphyseal hip cartilage before and after injury. Furthermore, we performed a global metabolomics profiling of another cartilage injury model using porcine metacarpophalangeal joints. A summary of the study design and analysis pipeline is shown in Supplementary Figure 1. Integrative gene–metabolite analysis of murine cartilage injury and the cross-species analysis showed a significant enrichment of genes and putative metabolites involved in amino acids and carbohydrate metabolism, in particular, arginine biosynthesis and related metabolic pathways, glycolysis/gluconeogenesis, and vitamin B6 metabolic pathways. These results show that early cellular responses to mechanical injury involve a rapid modulation of metabolic pathways that could provide a metabolic phenotype and early markers for cartilage tissue response to injury. Further investigation is required to understand the role of the early modulation of these metabolic pathways in promoting the tissue damage seen in OA.

## Materials and Methods

### *Ex vivo* Murine and Porcine Cartilage Injury Models

Injury to the murine hip cartilage was induced by avulsion of femoral epiphysis of freshly culled 5–6-week-old mice as described previously (Chong et al., 2013). Pig trotters (front feet) of freshly slaughtered 3–6−month−old pigs were purchased from a local farm and used as a source of cartilage. Injury to porcine articular cartilage was induced by explantation from the articular surface of the metacarpophalangeal (MCP) joints of the pig trotters as previously described (Watt et al., 2013). Cartilage was then snap-frozen (0 h) or cultured for indicated times post injury in serum-free medium. Following incubation, cartilage was snap-frozen and stored at −80°C until further processing.

### RNA Extraction and Microarray Analysis

#### RNA Extraction

Six murine cartilage hips were combined from three freshly culled animals for each time point as one biological replicate to provide sufficient RNA amount. Three independent biological replicates were prepared for two samples sets (control and injured cartilage). Hips from each replicate were homogenized in 1 ml TRIzol (Invitrogen) for 1 min on ice; then, the homogenate was left at room temperature for 5 min and mixed with 200 μl of 1-bromo-3-chloropropane (BCP). Samples were vortexed for 15 s then incubated at RT for 5 min followed by centrifugation at 13,000 rpm for 15 min at 4°C. The aqueous layer was separated and used for further purification using a Zymo-Spin RNA cleanup kit (R1013, Zymo Research) as per manufacturer’s instructions. RNA quality was tested by RNA Bioanalyzer before proceeding with microarray analysis.

#### Microarray Data Analysis

RNA was prepared and hybridized to Illumina mouse BeadChip microarrays following manufacturers’ protocols. Raw data were imported into R statistical software (https://www.r-project.org/) for further processing and analysis using Bioconductor packages. Raw signal intensities were background-corrected (using array-specific measures of background intensity based on negative control probes) and then transformed and normalized using the “vsn” package (Gentleman et al., 2004; R Core Team, 2007). Further statistical analysis and visualization of the results were performed using Perseus software (Tyanova et al., 2016). Microarray data have been submitted to the Gene Expression Omnibus (accession number: GSE155892). Pathway analysis of enriched gene sets was performed using STRING (https://www.string-db.org/) (Szklarczyk et al., 2019) and WebGestalt databases (http://www.webgestalt.org/) (Liao et al., 2019).

### Metabolite Extraction and Global Metabolomics Analysis

The same processing procedure was followed for extraction of metabolites from porcine and murine cartilage samples. Samples were prepared in triplicates for each time point. Each replicate from murine samples included six hips while a replicate from porcine samples is for the cartilage surface explanted from a single trotter MCP joint. Cartilage samples were mixed with pre-chilled solvent mixture containing methanol/chloroform/water (2.5:1:1, by volume) to 100 mg tissue dry weight. Tissue was ground using a FastPrep-24 5G homogenizer (MP Biomedicals). Samples were vortexed, kept on ice for 5 min, and then centrifuged at 14,000 rpm for 2 min at 4°C. Supernatant was then removed into a pre-chilled tube. Pellet was re-extracted with pre-chilled solvent mixture containing methanol/chloroform (1:1 by volume) then vortexed and incubated on ice for 10 min. New extracts were centrifuged, and supernatants were collected then combined with supernatants of the first extraction step. Combined supernatants were mixed with pre-chilled ddH2O and chloroform then centrifuged at 14,000 rpm for 15 min at 4°C. Cleared extracts were separated into two phases (an aqueous phase and an organic phase), and the aqueous phase was retained and stored at −80°C prior to analysis.

Metabolite extract aqueous phases were analyzed in positive and negative ion modes using a Waters Acquity UPLC coupled to a Waters SYNAPT G2-Si time-of-flight (ToF) mass spectrometer with electrospray sample introduction (ESI) (Waters Corporation, United States). The instrument was calibrated prior to analysis using sodium formate over the mass range 50–1,200 amu. Samples were introduced directly into the mass spectrometer using the UPLC as an automated injector and using leucine enkephalin as a post-processing lock mass standard in order to obtain highly accurate mass measurements. Each sample was run in triplicate, and the spectra from these technical replicates were combined to select only those peaks present in all three technical replicates. Data were collected over the mass range 50–1,200 *m*/*z* with a scan time of 1 s per scan. Data were then processed using an in-house Excel macro based on Overy et al. (2005) for noise reduction and binning of data. The macro also assigned putative IDs by matching accurate *m*/*z* peaks to the BioCyc.org database – the encyclopedia of genes and metabolism (https://humancyc.org/) using a tolerance of 20 ppm. IDs are putatively identified by accurate mass and manually cross-checked against the Human Metabolome Database (HMDB) (https://hmdb.ca/) and mummichog (http://mummichog-2.appspot.com/) (Li et al., 2013) database. A more detailed protocol for cartilage metabolite extraction and metabolomics analysis is available upon request.

### Statistical and Pathway Analyses

Metabolite mass-to-charge ratios (*m*/*z*) and their corresponding peak average intensity tables were imported into Perseus software 1.6.12.0 (Tyanova et al., 2016). Data were filtered based on valid values, and only metabolites that are successfully detected in the three biological replicates of each time point were used for further analysis. Data were then log-transformed and values missing from normal distribution were imputed from the analysis using default parameters of imputation function in Perseus. Differential enrichment of metabolite features between injured and control groups was analyzed using two-tailed Student’s *t*-tests FDR-adjusted *p*-value less than 0.05. Enriched metabolite features were mapped to relevant pathways using mummichog (Li et al., 2013) and MetaboAnalyst 4.0 (Chong et al., 2019). Lists of enriched genes and metabolites post injury of murine hips were used in the joint pathway module for integrative analysis in MetaboAnalyst 4.0. Pathways reported were significant by pathway overrepresentation analysis with an FDR-adjusted *p*-value less than 0.05.

## Results

### Transcriptomics of Articular Cartilage Post Injury Shows a Significant Enrichment of Gene Sets Involved in Regulation of Metabolic Processes

To identify the specific gene sets modulated by articular cartilage injury, we performed a microarray transcriptomic analysis of hip murine cartilage before and after injury. 

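RNA from murine hip cartilage was hybridized to Illumina mouse BeadChips, arrays that carry probes for most mouse genes on coated beads. The deposited data hold 12 arrays in 4 conditions of 3 arrays each. WT hips and hips of mice lacking Mapk9 (Mapk9 KO), which encodes a c-Jun N-terminal kinase, were each either snap-frozen or cultured for 4 h post injury. The comparison of control and injured cartilage rests on the 6 WT arrays, and each replicate pooled 6 hips of 3 mice. The methods give the age of the mice as 5 to 6 weeks and the sample labels as 4 to 6 weeks. Because only the injured hips were cultured, injury and 4 h of culture are not separated by this design. The authors corrected the signal intensities for background with negative control probes and normalized them with vsn. The normalized table holds 21004 of the 45281 probes, on a log2 scale, and these probes carry 15434 gene symbols. It keeps every probe with a detection p-value under 0.05 on at least 3 of the 12 arrays. Between 17502 and 18969 probes were detected on the WT control arrays (median 17544), and between 17368 and 17885 on the WT injured arrays (median 17847). The median signal before normalization was 121 to 190 on the control arrays and 125 to 162 on the injured arrays. Each probe was tested with limma, with Benjamini-Hochberg adjustment over all 21004 probes. A gene passed the threshold when at least 1 of its probes had a fold change above 2 and an adjusted p under 0.05. Where a probe was undetected on all 3 arrays of a group, the change is given as at least N-fold. That bound sets the mean of the detected group against, on each array of the other group, the higher of the probe's own value and the lowest value of a detected probe. An exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1, which every gene reaches when its groups do not overlap.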

Injury to cartilage was induced by avulsion of the femoral epiphysis as described previously (Chong et al., 2013) and either snap-frozen (CTRL) or cultured for 4 h post injury. Samples were then prepared and analyzed as described in the “Materials and Methods.”

Microarray data were then filtered and analyzed using Perseus software version 1.6.12.0 (Tyanova et al., 2016). Differentially enriched genes post injury with a fold of change >2 and FDR-adjusted *p*-value less than 0.05 were considered significant. Injury to murine hip cartilage resulted in a significant modulation of a large set of genes. 

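On the WT arrays, 1586 probes were upregulated and 1500 were downregulated post injury by limma. They correspond to 1289 upregulated and 1272 downregulated genes, or 2560 distinct genes, since 1 gene had probes in both directions. With each array left out in turn, between 1211 and 1358 genes were upregulated and between 1088 and 1501 were downregulated. The number of genes moved most, as a ratio, when the signals were quantile normalized without background correction, with 576 upregulated and 391 downregulated genes. Without the fold limit, 4403 genes passed. A t-test on the same values, followed by Benjamini-Hochberg adjustment, gave 839 upregulated and 574 downregulated genes, and all 1413 of them were also called by limma. Without adjustment the t-test with a fold change above 2, an analysis chosen after the data were seen, gave 1247 and 1105 genes. By fitted change the 5 largest rises were at probes of Cxcl1, Krt2-19, Ldhc, LOC380979 and Cxcl2, all undetected on the control arrays and therefore not ranked. Cxcl1, a chemokine gene, rose at least 99.8-fold (adjusted p = 6.07e-06). Krt2-19 rose at least 15.5-fold (adjusted p = 1.1e-06), LOC380979 at least 21.8-fold (adjusted p = 9.97e-07) and Cxcl2 at least 17.0-fold (adjusted p = 1.46e-06). The 5 largest falls by fitted change were at probes of Myl1, Actn3, Ampd1 and LOC229665 and at the transcript scl000959.1_2, and only the last was detected on all injured arrays, so they are not ranked. It had a log2 fold change of -3.81 (standard error 0.52, adjusted p = 0.00067). This Actn3 probe was undetected on the injured arrays and fell at least 4.47-fold (adjusted p = 0.00406). Brighter Actn3 probes, detected on all injured arrays, had log2 fold changes of -3.57 (adjusted p = 0.00347) and -3.52 (adjusted p = 0.00532). The same bound was taken on the arrays without detection for the next probes. The dimmer Myl1 probe, detected on 1 of the 3 injured arrays, fell at least 8.34-fold (adjusted p = 0.00794). The brighter Myl1 probe, detected on all of them, had a log2 fold change of -1.72 (adjusted p = 0.0131). The dimmer Ampd1 probe, detected on 1, fell at least 11.5-fold (adjusted p = 0.0041). LOC229665, detected on 2, fell at least 13.8-fold (adjusted p = 0.0039). Myl1 and Actn3 are on a list of skeletal muscle genes that fell together. After the t-test with Benjamini-Hochberg adjustment, none of these 5 falls passed the threshold.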

A group of 769 genes was significantly downregulated while a group of 946 genes was differentially upregulated in hip cartilage chondrocytes post injury. Figure 1A shows a volcano plot of differentially regulated genes in the injured set compared to control. Pathway analysis was then performed on differentially enriched genes using WebGestalt and STRING databases. The bar chart in Figure 1B shows enriched Gene Ontology (GO) biological processes. Interestingly, more than 800 genes were involved in metabolic processes. 

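The GO process terms were taken from the deposited table itself, which annotates 4259 genes directly and is smaller than the databases named by the paper. This test was chosen after the data were seen. Of 803 annotated genes past the threshold on the WT arrays, 187 (23.3%) carried a term named for metabolism, biosynthesis, catabolism, glycolysis or gluconeogenesis, against 21.9% of the annotated genes that did not pass. The odds ratio was 1.08 (two-sided Fisher's exact test, p = 0.396). These names also cover protein, mRNA and DNA terms, among them protein biosynthesis, with 5 changed genes of 128 annotated. The odds ratio therefore does not describe the metabolism of small molecules alone, for which none was computed. Of the 187 genes, 100 were upregulated and 87 were downregulated post injury. Under the other processing settings the odds ratio lay between 0.974 and 1.13. Of 196 terms with at least 10 genes, 7 were enriched after Benjamini-Hochberg adjustment of Fisher's exact test. The term chemotaxis held 19 changed genes of 30 annotated (adjusted p = 1.8e-05), and inflammatory response 23 of 51 (adjusted p = 0.00143). Glycolysis held 12 of 21 (adjusted p = 0.00556), with 8 genes upregulated and 4 downregulated. It was the only enriched term of the 28 with a metabolic name. Cell adhesion (43 of 133), signal transduction (79 of 288), cell differentiation (39 of 122) and development (56 of 200) were the remaining enriched terms.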

Using the STRING database, a set of 621 enriched genes was mapped to “regulation of metabolic processes” (GO:0019222). 

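Supplementary Table 1 names 17 genes for glycolysis and gluconeogenesis, 15 for biosynthesis of amino acids and 8 for fructose and mannose metabolism. All of them had probes in the normalized table and passed the threshold on the WT arrays by limma. Of the 17 glycolysis and gluconeogenesis genes, 12 were upregulated and 5 were downregulated post injury. Of the amino acid biosynthesis genes, 12 were upregulated and 3 downregulated, and of the fructose and mannose genes 7 were upregulated and 1 downregulated. Adjusted over the list alone, the counts of genes past the threshold stayed at 17, 15 and 8. The lists hold genes that the study called on these arrays, so these counts are not independent evidence. After the t-test with Benjamini-Hochberg adjustment, 9, 10 and 5 of these genes passed. No enrichment was computed here, because the lists hold called genes only.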

KEGG pathway analysis showed a significant enrichment of genes involved in glycolysis, amino acid biosynthesis, and fructose and mannose pathways. Reactome analysis showed enrichment of 200 genes involved in metabolism including carbohydrate metabolism and amino acid transporters (Figure 1C). 

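Among the Reactome lists of Supplementary Table 1, metabolism of carbohydrates names 40 genes, of which 22 were upregulated and 18 were downregulated on the WT arrays. Amino acid transport across the plasma membrane names 11 genes, 8 upregulated and 3 downregulated. The wider list for SLC-mediated transmembrane transport names 42 genes, with 26 upregulated and 16 downregulated. Glucose metabolism names 15 genes, with 10 upregulated and 5 downregulated. Every gene of these lists passed the threshold by limma. With the t-test and Benjamini-Hochberg adjustment, 24 carbohydrate genes, 6 amino acid transport genes, 29 SLC transport genes and 7 glucose genes passed. The Reactome list named metabolism, with 201 genes, was shortened in the copy used here and was not tallied.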

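Ldhc was undetected on the 3 WT control arrays and detected on the 3 injured arrays. Of its probes in the normalized table, the brighter rose at least 47.4-fold (adjusted p = 9.97e-07 by limma) and the other at least 18.9-fold (adjusted p = 4.5e-07). The third Ldhc probe, outside the normalized table, stayed undetected on every array, with a mean signal of 163 on the control arrays and 149 on the injured arrays. Arg1, likewise undetected on the control arrays, rose at least 3.74-fold at its brighter probe (adjusted p = 2.62e-06), and Arg2 rose at least 11.2-fold (adjusted p = 6.07e-06). Aldoc rose from 6.64 ± 0.13 to 8.47 ± 0.36 on the log2 scale (SD, n = 3 arrays per group), a log2 fold change of 1.83 (standard error 0.23, adjusted p = 0.000365). Slc2a1 rose from 9.33 ± 0.53 to 12.93 ± 0.20 (standard error of the difference 0.27, adjusted p = 2.2e-05). Eno3 was downregulated, from 12.02 ± 1.24 to 9.19 ± 0.63, a log2 fold change of -2.84 (standard error 0.53, adjusted p = 0.00388). Its spread between the control arrays was the widest of these genes. Within the groups Eno3 followed the mean of a list of skeletal muscle genes.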

Examples of significantly modulated metabolic genes post injury are labeled on the volcano plot in Figure 1A including genes encoding for lactate dehydrogenase (Ldhc), arginase 1 (Arg1), arginase 2 (Arg2), enolase 3 (Eno3), aldolase c (Aldoc), and glucose transporter 1 (Slc2a1). 

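The 15 pathway lists held complete here name 137 distinct genes, and all 137 passed the threshold on the WT arrays, 76 upregulated and 61 downregulated. Metabolic pathways, metabolism and metabolism of lipids were shortened in the copy used here and left out. By the t-test with Benjamini-Hochberg adjustment, 88 of the 137 genes passed. The tally moved most with quantile normalization without background correction, to 72 genes. On the Mapk9 KO arrays, which the study did not use to choose the genes, 124 of the 137 passed by limma, 70 upregulated and 53 downregulated, with 1 gene in both directions.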

Details of enriched genes in metabolic pathways are shown in Supplementary Table 1.

**FIGURE 1:**
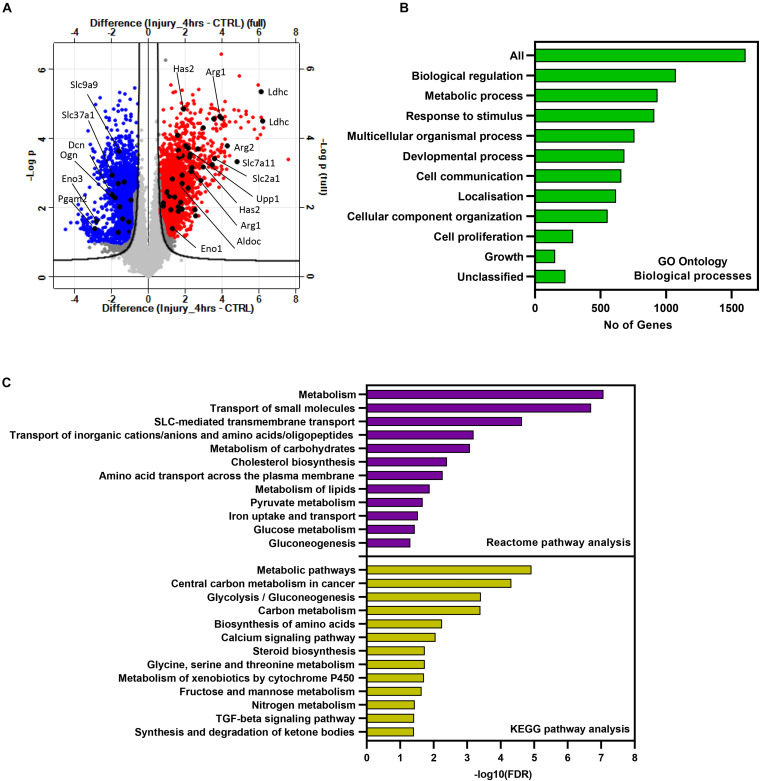
Injury to murine cartilage significantly modulates the expression profile of a large set of genes involved in regulation of metabolic processes. Microarray transcriptomic analysis of murine cartilage hips before and after injury was performed as described in “Materials and Methods.” **(A)** Volcano plot of gene expression profiles in injured cartilage compared to control. Differentially regulated genes post injury are highlighted in red (upregulated) and blue (downregulated). Examples of modulated metabolic genes are labeled in black. Genes significantly regulated in response to injury were analyzed for pathway enrichment using WebGestalt and STRING databases. **(B)** Gene Ontology biological processes of enriched genes post injury. Analysis shows that more than 800 genes are involved in metabolic processes. **(C)** Enriched metabolic pathways post injury retrieved from the STRING database using the list of significantly modulated genes.

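Among the other genes labeled on the volcano plot, Has2 had a log2 fold change of 1.92 on the WT arrays (standard error 0.19, adjusted p = 9.57e-05 by limma). Slc7a11 was undetected on the control arrays at its brightest probe and rose at least 11.5-fold there (adjusted p = 3.52e-06), and all 4 of its probes in the normalized table rose. Another Slc7a11 probe, outside the table, was undetected on every array. Upp1 was upregulated at all 3 of its probes, with a log2 fold change of 2.25 at the brightest (standard error 0.22, adjusted p = 9.73e-05). Slc37a1 had a log2 fold change of -1.96 (standard error 0.23, adjusted p = 0.000294) and Ogn of -1.79 (standard error 0.27, adjusted p = 0.00121). Slc9a9 was undetected on the injured arrays and fell at least 1.76-fold (adjusted p = 0.000361). With quantile normalization without background correction Slc9a9 did not pass the threshold. The 4 probes of Dcn differed. The brightest had a log2 fold change of 0.24 (adjusted p = 0.489), others had 0.10 and -0.25, and only 1 passed the threshold, with a log2 fold change of -1.98 (adjusted p = 0.00077).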

The strong enrichment of genes post injury linked to metabolic processes raised the possibility that injury to articular cartilage would change the metabolic state of chondrocytes and consequently the tissue metabolic profile. For that, we extended the analysis and performed global metabolomics profiling of murine hip cartilage before and after induction of tissue injury as described below.

### Mechanical Injury to Murine Hip Cartilage Significantly Modulates the Tissue Metabolic Profile

Metabolomics profiling provides deep and comprehensive insights into the tissue state in response to a stimulus. To identify the metabolic signature of cartilage in response to mechanical injury, we performed untargeted metabolomics profiling of murine hip cartilage before and after injury. Hip cartilage was pooled from three freshly culled animals per time point, and cartilage was either snap-frozen (CTRL) or cultured at 1 hour (triplicates) and 2 hours (duplicates) post injury. Metabolite extracts were prepared and then analyzed in negative and positive ion modes using mass spectrometry as described in the “Materials and Methods.”

Peak intensities from control and injured samples were analyzed using Perseus software. A large number of *m*/*z* features were detected in each mode. A total of 4,160 *m*/*z* features were detected in positive mode, and 1,890 *m*/*z* features were detected in negative mode in all samples. Differentially modulated metabolite features were detected by comparison of combined injury samples with uninjured controls. Principal component analysis (PCA) showed a strong separation between samples based on phenotype and distinguished injured sets from uninjured sets in both modes (Figures 2A,C).

**FIGURE 2:**
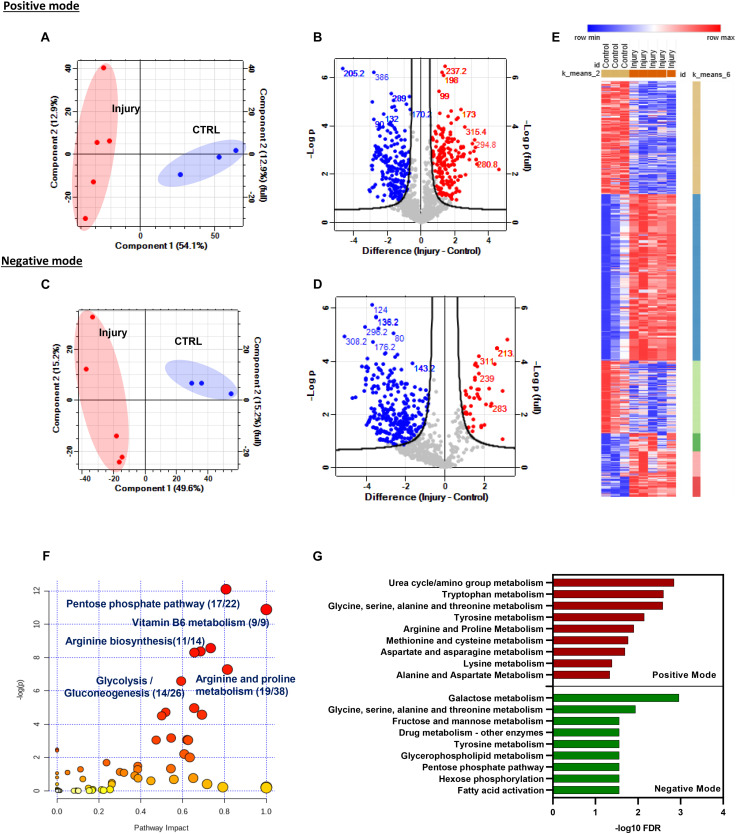
Mechanical injury to murine hip cartilage significantly modulates the tissue metabolic profile. Injury to murine hips was induced, and tissue metabolites were extracted followed by global metabolomics profiling of the tissue before and after injury using LC–MS. Extracted metabolites were analyzed in positive and negative ion modes as described in “Materials and Methods.” Principal component analysis and volcano plots of detected metabolites in positive mode **(A)** and negative mode **(B)**. Enriched metabolite features post injury are labeled in red (upregulated) and blue (downregulated). Numbers on volcano plots represent spectral bins of enriched features post injury in positive mode **(C)** and negative mode **(D)**. **(E)** *K*-mean clustering of enriched-metabolite post hip cartilage injury shows six clusters of modulated features that could be distinguished based on their profile post injury. **(F)** Top enriched metabolic pathways post cartilage injury were identified using the modulated metabolite features list in the MetaboAnalyst 4.0 pathway analysis module. Numbers shown are of matched putative metabolite hits per total number of metabolites in each pathway. **(G)** Top enriched pathways of differentially modulated *m*/*z* metabolites features in positive and negative ion modes using mummichog metabolomics analysis software (http://mummichog-2.appspot.com/).

We have observed that injury caused a differential regulation of putative metabolite levels in both modes. A total of 414 accurate peaks mapped to 202 spectral bins were differentially modulated in negative mode while 760 unique accurate peaks were differentially modulated in positive mode and mapped to 266 spectral bins (volcano plots in Figures 2B,D and Supplementary Table 2). *K*-mean clustering analysis of differentially regulated metabolite features post injury in both modes identified six different clusters of metabolite sets (Figure 2E).

Accurate peak lists of enriched features retrieved from both modes were annotated as described in “Materials and Methods” and analyzed for pathway enrichment using MetaboAnalyst 4.0 (Figure 2F) and mummichog databases (Figure 2G). Interestingly, amino acid and carbohydrate metabolic pathways are significantly enriched using both databases. Examples of the top enriched metabolic pathways post injury are metabolism of vitamin B6, arginine biosynthesis, glycolysis/gluconeogenesis, and arginine and proline metabolism. Details of enriched pathways and matched putative metabolites are described in Supplementary Table 3.

Taken together, mechanical injury to cartilage significantly changed the metabolic state of the tissue as seen by significant modulation of several putative metabolic features. Top modulated features were mapped to amino acid and carbohydrate metabolism with significant involvement of arginine and proline metabolism.

### Integrative Analysis of Transcriptomics and Metabolomics Profiles of Murine Articular Cartilage Post Injury

To identify the joint gene–metabolite pathways, we performed an integrative analysis of enriched genes and metabolite features retrieved from the transcriptomic microarray analysis and metabolomics profiling of hip cartilage. The lists of enriched genes and metabolites with folds of changes were used for joint pathway analysis in MetaboAnalyst 4.0 as described in the “Materials and Methods.” The organism was specified as *Mus musculus*. The bar chart in Figure 3A shows the top significantly enriched metabolic pathways with integrated genes. A significant enrichment was observed for carbohydrate metabolism as glycolysis, galactose, and glycosylate metabolism as well as TCA cycle and amino acid metabolism (valine, leucine, cysteine, methionine, and arginine biosynthesis). The heat maps in Figures 3B,C show genes and putative metabolite features modulated in response to injury in arginine biosynthesis, arginine–proline metabolism, and glycolysis/gluconeogenesis metabolic pathways (integrated gene–metabolite map in Supplementary Figures 2, 3). Details of genes and metabolites enriched in all pathways are described in Supplementary Table 4.

**FIGURE 3:**
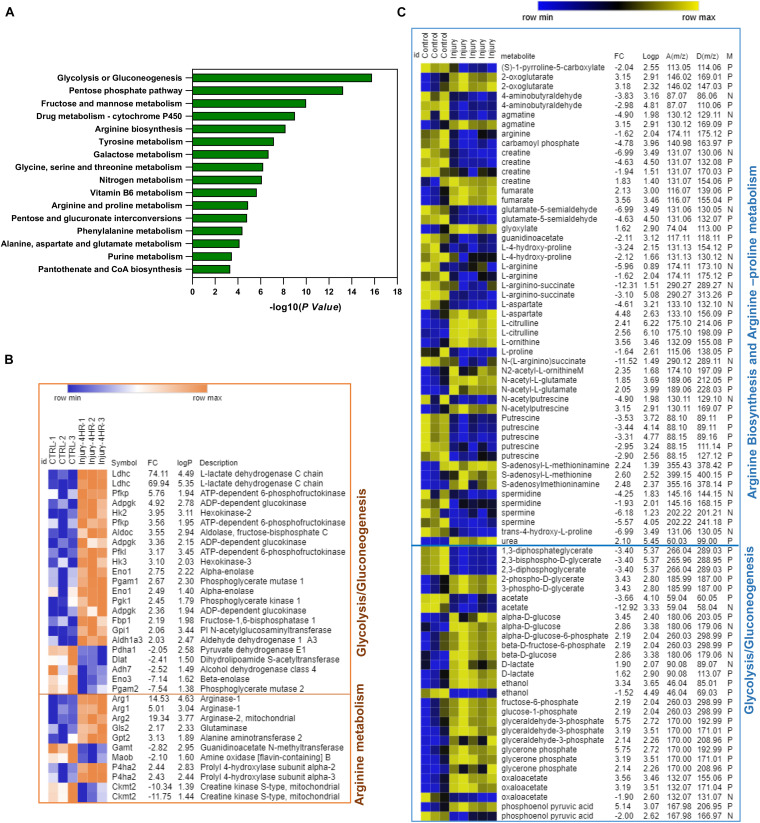
Integrative pathway analysis of differentially regulated genes and putative metabolite features post injury shows significant enrichment of arginine biosynthesis, arginine/proline metabolism, and glycolysis/gluconeogenesis metabolic pathways. **(A)** Top enriched pathways using genes–metabolites joint pathway analysis module in MetaboAnalyst 4.0. **(B)** Heat map of significant genes post injury in arginine metabolism and glycolysis/gluconeogenesis. **(C)** Heat map of putative metabolite features enriched in arginine metabolism and glycolysis/gluconeogenesis. D(*m*/*z*) for detected peaks, A(*m*/*z*) for accurate peaks, M for mode, N for negative ion mode, and P for positive ion mode. In **(B,C)** Fc is for gene expression or putative metabolite feature fold of change in injured cartilage compared to uninjured control. LogP is for –log10 of *p*-value identified by Student’s *t*-test. Heat maps were generated using MORPHEUS matrix analysis software (https://software.broadinstitute.org/morpheus/).

In arginine biosynthesis, Arg1, glutamic pyruvate transaminase (Gpt2), and glutaminase (Gls) genes were significantly upregulated post injury together along with L-ornithine, urea, and *N*-acetyl glutamate putative metabolite features, while four metabolite features were significantly downregulated including carbamoyl phosphate, L-citrulline, L-arginine, and *N*-(L-arginino)succinate. 

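Gpt2 rose from 8.28 ± 0.61 to 9.93 ± 0.27 on the WT arrays (log2, SD, n = 3 arrays per group), a log2 fold change of 1.65 (standard error 0.30, adjusted p = 0.00337 by limma). Gls2, shown in Fig. 3B, was undetected on the control arrays. Its probes rose at least 1.14-fold (adjusted p = 0.00624) and at least 1.18-fold (adjusted p = 0.00471). Gls2 lost its call without WT control replicate 2, WT control replicate 3 or WT injured replicate 3, and with either quantile normalized setting. The second Arg1 probe rose at least 1.68-fold (adjusted p = 0.000138).

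**Figure D1:**
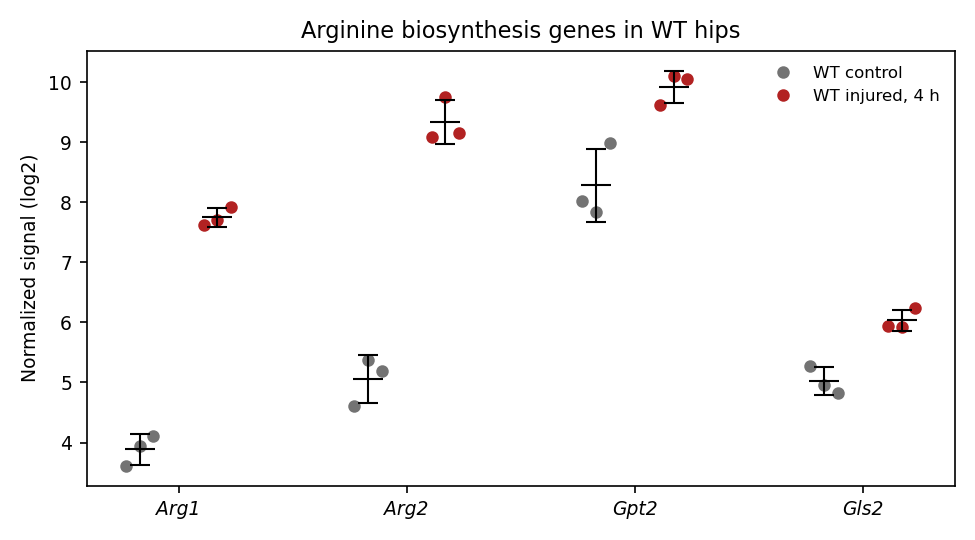
Normalized log2 signal of Arg1, Arg2, Gpt2 and Gls2 on the 3 control and 3 injured WT arrays, with a dot for each array and the mean and SD of each group. The Arg1, Arg2 and Gls2 probes were undetected on the control arrays, and for all 4 genes the injured arrays lie above the control arrays.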

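Gamt fell from 8.94 ± 0.24 to 7.45 ± 0.20 on the WT arrays (log2, SD, n = 3 arrays per group), a log2 fold change of -1.49 (standard error 0.21, adjusted p = 0.000823 by limma). Maob, written Moab in the text, fell from 7.31 ± 0.46 to 6.24 ± 0.27, a log2 fold change of -1.07 (standard error 0.26, adjusted p = 0.0147). P4ha1 rose from 8.41 ± 0.12 to 9.01 ± 0.17. Its log2 fold change of 0.60 (standard error 0.20, adjusted p = 0.0485) stayed below the fold limit, and its other probe had a log2 fold change of 0.69 (standard error 0.43, adjusted p = 0.276). With the replicate number as a block in limma, the other probe had an adjusted p of 0.0386, still below the fold limit. Ckb was 14.03 ± 0.49 before and 13.39 ± 0.15 after injury, a log2 fold change of -0.63 that did not pass the threshold (standard error 0.26, adjusted p = 0.103). P4ha2, shown in Fig. 3B, had a log2 fold change of 1.28 at its main probe (standard error 0.22, adjusted p = 0.00266). Both Ckmt2 probes fell, with log2 fold changes of -3.37 (standard error 0.73, adjusted p = 0.00778) and -3.55 (standard error 0.74, adjusted p = 0.00663). Maob lost its call without WT control replicate 3 or WT injured replicate 2. Within the groups Ckmt2 followed the mean of a list of skeletal muscle genes.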

An enrichment of four genes (Gamt, P4ha1, Ckb, and Moab) and 12 putative metabolite features linked to arginine and proline metabolism was also observed (Figures 3B,C). In glycolysis and gluconeogenesis pathways, Ldhc, Aldoc, Pgam1, Gpi, Aldh1a3, HK2 and HK3, Adpegk, and Pfk1 genes were significantly upregulated while Pgam2, Dlat, Adh7, Pdha1, and Eno3 genes were downregulated. 

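On the WT arrays Adpgk rose from 10.11 ± 0.42 to 12.41 ± 0.32 at its brightest probe (log2, SD, n = 3 arrays per group; standard error of the difference 0.26, adjusted p = 0.000237 by limma). The log2 fold change of Hk2 was 1.98 (standard error 0.23, adjusted p = 0.000229), that of Pfkl, written Pfk1 in the text, 1.66 (standard error 0.20, adjusted p = 0.000333) and that of Hk3 1.63 (standard error 0.28, adjusted p = 0.00252). Pgam1 rose by 1.41 (standard error 0.24, adjusted p = 0.00229). Gpi1 (1.04, adjusted p = 0.00335) and Aldh1a3 (1.02, adjusted p = 0.00588) lay near the fold limit. Of the 3 probes of Gpi1 and the 2 probes each of Pgam1, Aldh1a3 and Pfkl in the normalized table, 1 passed the threshold. Fbp1, shown in Fig. 3B, was undetected on the control arrays and rose at least 1.76-fold (adjusted p = 0.00701). Pgam2 fell from 11.31 ± 1.21 to 8.39 ± 1.19, a log2 fold change of -2.91 (standard error 0.64, adjusted p = 0.00848). Dlat had a log2 fold change of -1.27 (standard error 0.30, adjusted p = 0.0129) and Pdha1 of -1.04 (standard error 0.21, adjusted p = 0.00513). Adh7 was undetected on the injured arrays and fell at least 1.94-fold (adjusted p = 0.0121). Aldh1a3, Dlat, Pdha1 and Fbp1 lost their calls without WT control replicate 3. Aldh1a3 also lost its call without WT control replicate 2 or WT injured replicate 1, Gpi1 without WT injured replicate 2 and Pdha1 without WT injured replicate 3. Gpi1, Aldh1a3, Dlat, Adh7 and Fbp1 did not pass with quantile normalization without background correction. Pdha1 did not pass with the array medians subtracted, and Gpi1 did not pass with normexp background correction and quantile normalization.

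**Figure D2:**
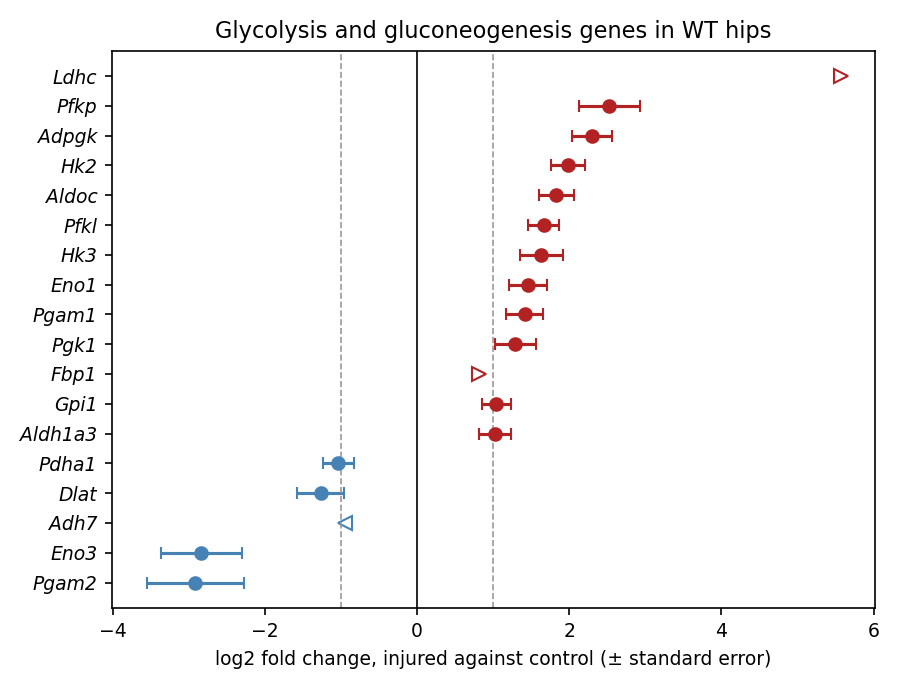
Log2 fold change of 18 glycolysis and gluconeogenesis genes between injured and control WT arrays, with the standard error from limma as bars and dashed lines at a fold change of 2. Open triangles (Ldhc, Fbp1, Adh7) mark lower bounds of genes undetected on all arrays of 1 group, and Pgam2 and Eno3 have the largest falls.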

The levels of putative metabolite features matching lactate, glycerone phosphate, oxaloacetate, glucose, glyceraldehyde-3-phosphate, phosphoenol pyruvate, and fructose-6-phosphate were upregulated while features of glycerol phosphate, 2,3-bisphospho-D-glycerate, and acetate were significantly downregulated (Figures 3B,C and Supplementary Figure 4).

This shows that mechanical injury to articular cartilage modulates gene expression and metabolite features linked to arginine biosynthesis, arginine–proline metabolism, and glycolysis and gluconeogenesis.

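The text and Figs. 1A and 3B name 39 genes, of which 38 have a probe in the normalized table. For 35 of them at least 1 probe passed the threshold in the direction given by the paper on the WT arrays, and the count adjusted over the list alone was also 35. The study chose these genes on the same arrays, so the latter is not independent evidence. P4ha1 and Ckb did not pass by limma on the WT arrays, and the only P4ha3 probe lies outside the normalized table. A t-test with Benjamini-Hochberg adjustment called 22 of the 39 genes. On the Mapk9 KO arrays 35 genes passed in the same direction. The paper analyzed the changed genes jointly with the putative metabolite features of injured cartilage. From the genes and features found together in these pathways, the paper concludes that injury modulates both layers of arginine metabolism and of glycolysis and gluconeogenesis. The metabolite features were not analysed here.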

### Metabolomics Profiling of Porcine Cartilage Post Injury

To validate our findings in another *ex vivo* cartilage injury model, we used porcine metacarpophalangeal joints. Cartilage was explanted from these joints as described in the “Materials and Methods.” Two time series were analyzed in cartilage post injury: a short time series (0, 5, 10, and 30 min) and a longer time series at 1, 2, 4, and 24 h post injury in triplicates.

Metabolites were extracted and analyzed as described in the “Materials and Methods.” Features detected in both modes were combined for further analysis in Perseus software. For clarity, PCA is shown for the longer (hours) time series only (Figure 4A), which showed a good separation of samples based on injury induction time. Injury resulted in a rapid modulation of several metabolite features as early as 5 min. Volcano plots in Figure 4B show the spectral bins of enriched metabolite features post injury in both modes at indicated time points. A set of 48 putative metabolite features were commonly enriched in all time points post injury. A unique set of metabolites was enriched at 24 h (Supplementary Figure 5). Retrieved matched features/compound hits were used for pathway enrichment analysis in MetaboAnalyst 4.0. We have observed a significant enrichment of 20 metabolic pathways (Figure 4C and Supplementary Table 5) including arginine and proline metabolism, arginine biosynthesis, vitamin B6 metabolism, and carbohydrate metabolic pathways.

**FIGURE 4:**
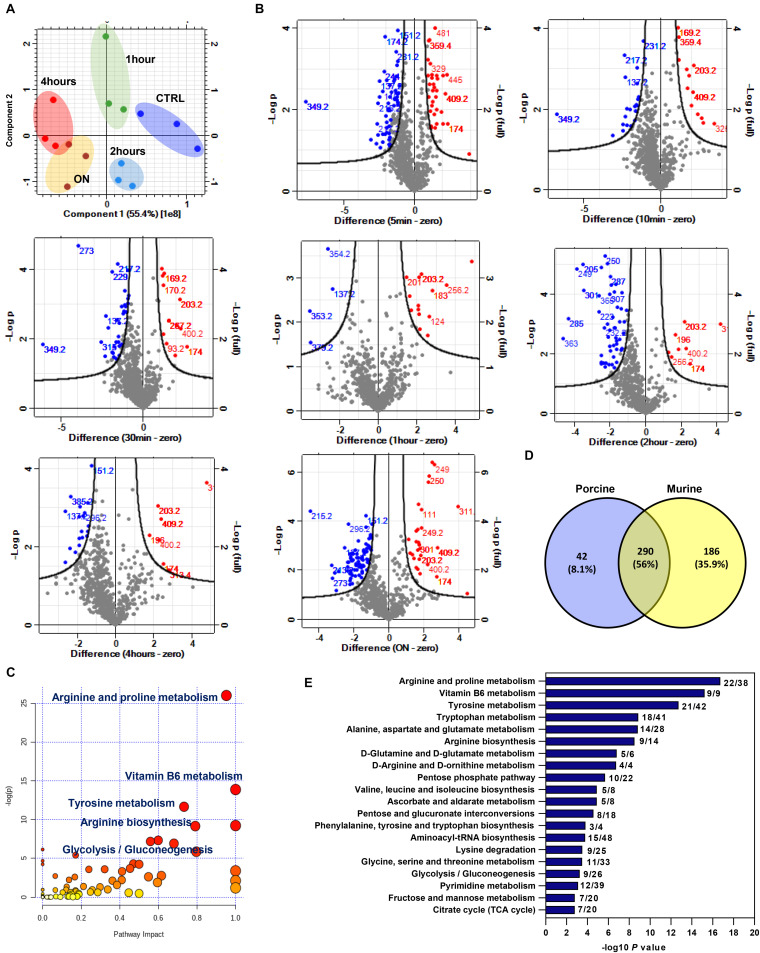
Enriched metabolite features and metabolic pathways post mechanical injury in porcine articular cartilage and cross analysis with differentially modulated features in injured murine cartilage. **(A)** Principal component analysis (PCA) of metabolite features in porcine cartilage tissue samples after 0, 1, 2, and 4 h and overnight (ON) post injury (combined positive and negative ion modes). **(B)** Volcano plots of detected metabolite features post cartilage injury at indicated times compared to uninjured control. Numbers on plots are for annotated enriched metabolite features spectral bins. Upregulated features after injury are shown in red, and downregulated features are shown in blue compared to control. **(C)** Pathway analysis of enriched metabolite features post injury to porcine cartilage using MetaboAnalyst 4.0. **(D)** Cross analysis of enriched features (*m*/*z*) in murine and porcine cartilage post mechanical injury. **(E)** Pathways commonly enriched in murine and porcine cartilage. A list of 290 common metabolite features between the two *ex vivo* cartilage injury models was used for pathway analysis in MetaboAnalyst 4.0. Numbers on the bar chart are for the matched metabolite hits per total number of metabolites in each pathway.

These results showed that a rapid response of porcine articular cartilage chondrocytes is observed following mechanical injury. Pathways involved in amino acid and carbohydrate metabolism are at the top of the enriched-pathways list, implicating the importance of these pathways in early response to injury in the cartilage tissue.

### Cross Analysis of Porcine and Murine Cartilage Untargeted Metabolomics Post Injury

To identify commonly enriched metabolic pathways post injury in porcine and murine cartilage injury models, enriched putative metabolite features identified in both analyses were cross analyzed with Venny 2.0.1 (Figure 4D). A set of common 290 putative metabolite features were commonly enriched post injury. Interestingly, this set showed a significant enrichment for arginine biosynthesis pathway and arginine and proline metabolism. Other pathways involved in amino acids and carbohydrate metabolism are also significantly enriched as shown in Figure 4E. A complete list of enriched pathways and matched putative metabolites is listed in Supplementary Table 6.

## Discussion

Mechanical injury is a cause of articular cartilage damage and is linked to OA. The articular chondrocytes are highly mechanosensitive cells which respond very rapidly and efficiently to an injury insult. Understanding the cellular response of chondrocytes to mechanical injury will give insights into how injury would induce tissue damage and lead to pathological injury-linked diseases as seen in OA.

To understand how mechanical injury modulates the chondrocyte transcriptome and metabolome and how these levels of cellular regulation are integrated, we performed transcriptomics and metabolomics analyses of murine cartilage before and after injury. We extended the analysis further to include an *ex vivo* porcine cartilage injury model to compare and validate the metabolomics data obtained from the murine injury model. The transcriptomics analysis of murine cartilage showed a significant enrichment of a large number of genes post injury. Interestingly, almost half of the enriched genes are either related to or involved in the regulation of metabolic processes and metabolic pathways such as amino acid synthesis and transport, as well as carbohydrate metabolism (Figure 1 and Supplementary Table 1).

Integrative analysis of transcriptomics and metabolomics of murine hip cartilage post injury showed modulation of genes and metabolites linked to a number of amino acids and carbohydrate metabolic pathways (Figure 3 and Supplementary Table 4). We observed a significant enrichment of arginine biosynthesis and related proline metabolic pathways. A significant gene expression induction of Arg1, Arg2, Gpt2, and Gls genes was observed accompanied by increased levels of putative metabolite features of ornithine and urea as products of L-arginine degradation, which conforms to significantly reduced features of arginine post injury. Levels of arginine feature were also significantly reduced post injury in all time points in porcine cartilage. We also observed increased levels of L-citrulline and fumarate while levels of L-arginino-succinate and carbamoyl phosphate features were significantly reduced post injury (Figure 3 and Supplementary Figure 2). A number of metabolic pathways use arginine as a substrate in a competitive way to produce either L-citrulline/nitric oxide through a reaction activated by nitric oxide synthase (NOS) (Abramson et al., 2001) or urea and L-ornithine through arginase, which is encoded by the Arg1 gene. Arginase is a manganese-containing enzyme essential for the disposal of toxic ammonia by converting L-arginine to L-ornithine and urea in the final step of the urea cycle (Caldwell et al., 2018). Arginase contributes to collagen synthesis and factors involved in fibrosis through further metabolism (Wehling-Henricks et al., 2010). Interestingly, in OA patients, ornithine is increased while the ratio of arginine to ornithine is decreased compared to that in controls (Zhang et al., 2016). Arginine is significantly depleted in plasma of refractory knee OA patients (Zhang et al., 2016). Our results also showed induced gene expression of Gpt2, which is accompanied by increased levels of 2-oxaloglutarate and decreased levels of alanine metabolite features. The Gpt2 gene encodes alanine aminotransferase enzyme, which is involved in L-alanine degradation through activation of the reversible transamination reaction between 2-oxaloglutarate and alanine to form glutamate and pyruvate (Yang et al., 2002). These data highlight the importance of arginine metabolism/biosynthesis in cartilage hemostasis and its response to mechanical injury.

A set of enriched putative metabolite features post injury was linked to proline metabolism. For example, proline and hydroxyl proline in both murine and porcine cartilage models were significantly reduced post injury. 

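Ckm fell from 11.84 ± 1.11 to 8.88 ± 1.41 on the WT arrays (log2, SD, n = 3 arrays per group). Its log2 fold change was -2.96 (standard error 0.67, adjusted p = 0.00998 by limma). With the mean of 19 other skeletal muscle genes as a covariate, which separates the groups and widens the standard errors, the log2 fold change of Ckm was 0.10 (standard error 0.36, adjusted p = 0.905).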

We have found four genes enriched in our integrative analysis known to be involved in arginine/proline metabolism including P4ha1, which was upregulated while Ckm, Gamt, and Moab genes were downregulated post injury. Gamt and Ckm genes are involved in the conversion of guanidinoacetate to phosphocreatine (Da Silva et al., 2009). Intermediate metabolite features in this reaction were also downregulated post injury compared to control. Other metabolite features linked to arginine and proline metabolism were significantly reduced following injury in both injury models including spermine, spermidine, creatine, glutamate-5 semialdehyde, agmatine, 4-aminobutyraldehyde and putrescine while S-adenosyl methionine and S-adenosyl methioninamine were significantly upregulated (Supplementary Figure 3). These results reflect a possible suppression of arginine–proline metabolism following mechanical injury to the articular cartilage, which may lead to inhibition of protein synthesis as proline metabolism is essential for this process (Wu et al., 2011).

Interestingly, in both *ex vivo* cartilage injury models, we have observed a modulation of amino acid features (Supplementary Tables 3, 5) including valine and tryptophan, arginine, proline, glycine, alanine, glutamine, leucine, and isoleucine. Functional amino acids are beneficial and would play an anti-inflammatory role in healthy tissues. OA development was linked to alterations in amino acid metabolism including glutamate and arginine family amino acids as well as their related metabolites (e.g., creatinine, hydroxyproline, γ-aminobutyrate, dimethylarginine, and homoarginine) (reviewed in Li et al., 2016).

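Pfkp rose from 8.19 ± 0.97 to 10.72 ± 0.17 on the WT arrays (log2, SD, n = 3 arrays per group), a log2 fold change of 2.53 (standard error 0.40, adjusted p = 0.00151 by limma). Eno1 rose from 11.01 ± 0.44 to 12.46 ± 0.19, a log2 fold change of 1.46 (standard error 0.25, adjusted p = 0.00236). Its other probe had a log2 fold change of 1.32 (adjusted p = 0.0154). Pgk1 rose from 11.01 ± 0.51 to 12.30 ± 0.23, a log2 fold change of 1.29 (standard error 0.27, adjusted p = 0.00686) at its main probe, while its other probe in the normalized table did not pass.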

We have also observed a significant enrichment of genes and metabolite features linked to glycolysis/gluconeogenesis following injury including Ldhc, Pfkp, Adpgk, HK2, Aldoc, HK3, Eno1, Pgk1, Gpi1, and Aldh1a3 genes accompanied by upregulation of metabolite features of glucose, lactate, oxaloacetate, phosphoenol pyruvate, glycerine phosphate, glucose-6-phosphate, and phosphoglycerate (Figure 3 and Supplementary Figure 4). This implicates upregulation of glycolysis as a source of energy production, which is needed for cartilage repair post injury stress. Another set of genes and metabolites linked to glycolysis/gluconeogenesis was downregulated post injury, highlighting a possible two-tier mechanism involved in this pathway regulation. 

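Eno3 and Pgam2, the glycolysis genes with the largest falls, were followed across arrays together with the mean of 19 skeletal muscle genes that the paper does not name. After removal of the group means, Eno3 correlated with the muscle mean over the 12 arrays with Pearson's r = 0.954 and Spearman's rho = 0.965 (permutation test, p = 1e-05 for both, the smallest that 100000 permutations can give). Without the 2 arrays farthest from the median of the muscle mean, r was 0.950. For Pgam2, r was 0.983 (permutation test, p = 1e-05) and rho was 0.930 (permutation test, p = 5e-05), and r without the 2 farthest arrays was 0.970. After Benjamini-Hochberg adjustment over the 4 genes tested, the p of r was 1.33e-05 for both genes. With the muscle mean as a covariate, a fit chosen after the data were seen, the log2 fold change of Eno3 was -0.59 (standard error 0.35, adjusted p = 0.308 by limma) and that of Pgam2 was 0.0077 (standard error 0.31, adjusted p = 0.992). The muscle mean itself separates the control from the injured arrays, and with it the standard errors of all probes grew by a median factor of 1.72.

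**Figure D3:**
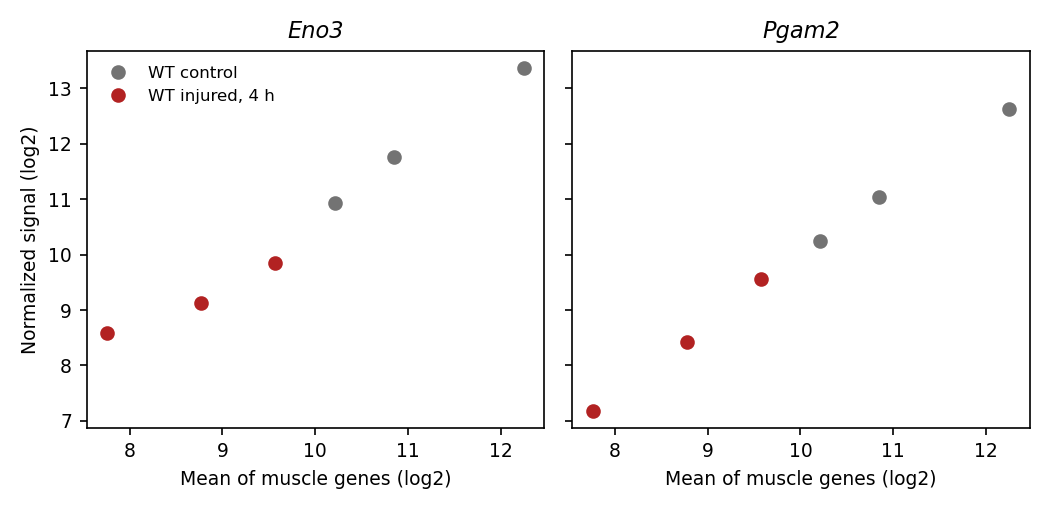
Normalized log2 signal of Eno3 and Pgam2 against the mean log2 signal of 19 skeletal muscle genes on the 3 control and 3 injured WT arrays, with a point for each array. Both genes are higher on arrays with a higher muscle mean, within each group as well as between the groups.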

Interestingly, synovial fluids from OA patients showed higher levels of metabolites involved in both glycolysis and TCA cycle compared to rheumatoid arthritis (RA) patients (Anderson et al., 2018) while TCA intermediates malate, citrate, succinate, and fumarate showed higher levels in late stages of OA compared to early stages of the disease (Kim et al., 2017).

Overall, our findings suggest that mechanical injury to the articular cartilage modulates a set of genes and metabolites involved in arginine biosynthesis and related metabolism as well as glycolysis/gluconeogenesis pathways. Data suggest an enhanced arginine metabolism upon injury accompanied by reduced proline metabolism, which may occur to suppress/halt protein synthesis. Injury stress response is also accompanied by a two-tier regulation of glycolysis needed for energy production with several genes integrated (upregulated and downregulated). This initial response may provide a chance for the cartilage tissue to repair itself and provide the essential energy needed to perform these reparative reactions. The study provides some basic clues on the responsive nature of the local environment of articular cartilage to mechanical injury on gene and global metabolic levels. This early metabolic signature of injury may reflect cellular events promoting tissue damage in OA when the tissue fails to repair itself. Further targeted analysis of the putative metabolite features identified in this study is essential in cartilage injury models and in comparison to diseased cartilage samples to specify the direct role of injury-enriched metabolic pathways in tissue damage.

## Data Availability Statement

The datasets presented in this study can be found in supplementary material and online repositories. The names of the repository/repositories and accession number(s) can be found in the article.

## Author Contributions

HI developed the concept, designed the study and experiments, and wrote the manuscript. HI, JS, EM, and HW performed the experiments and data analysis. HW revised the submitted version. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Metabolic Signature of Articular Cartilage Following Mechanical Injury: An Integrated Transcriptomics and Metabolomics Analysis
**Source:** Front Mol Biosci. 2020 Dec 17;7:592905. doi: 10.3389/fmolb.2020.592905
**Supplement:** Supplementary file 1

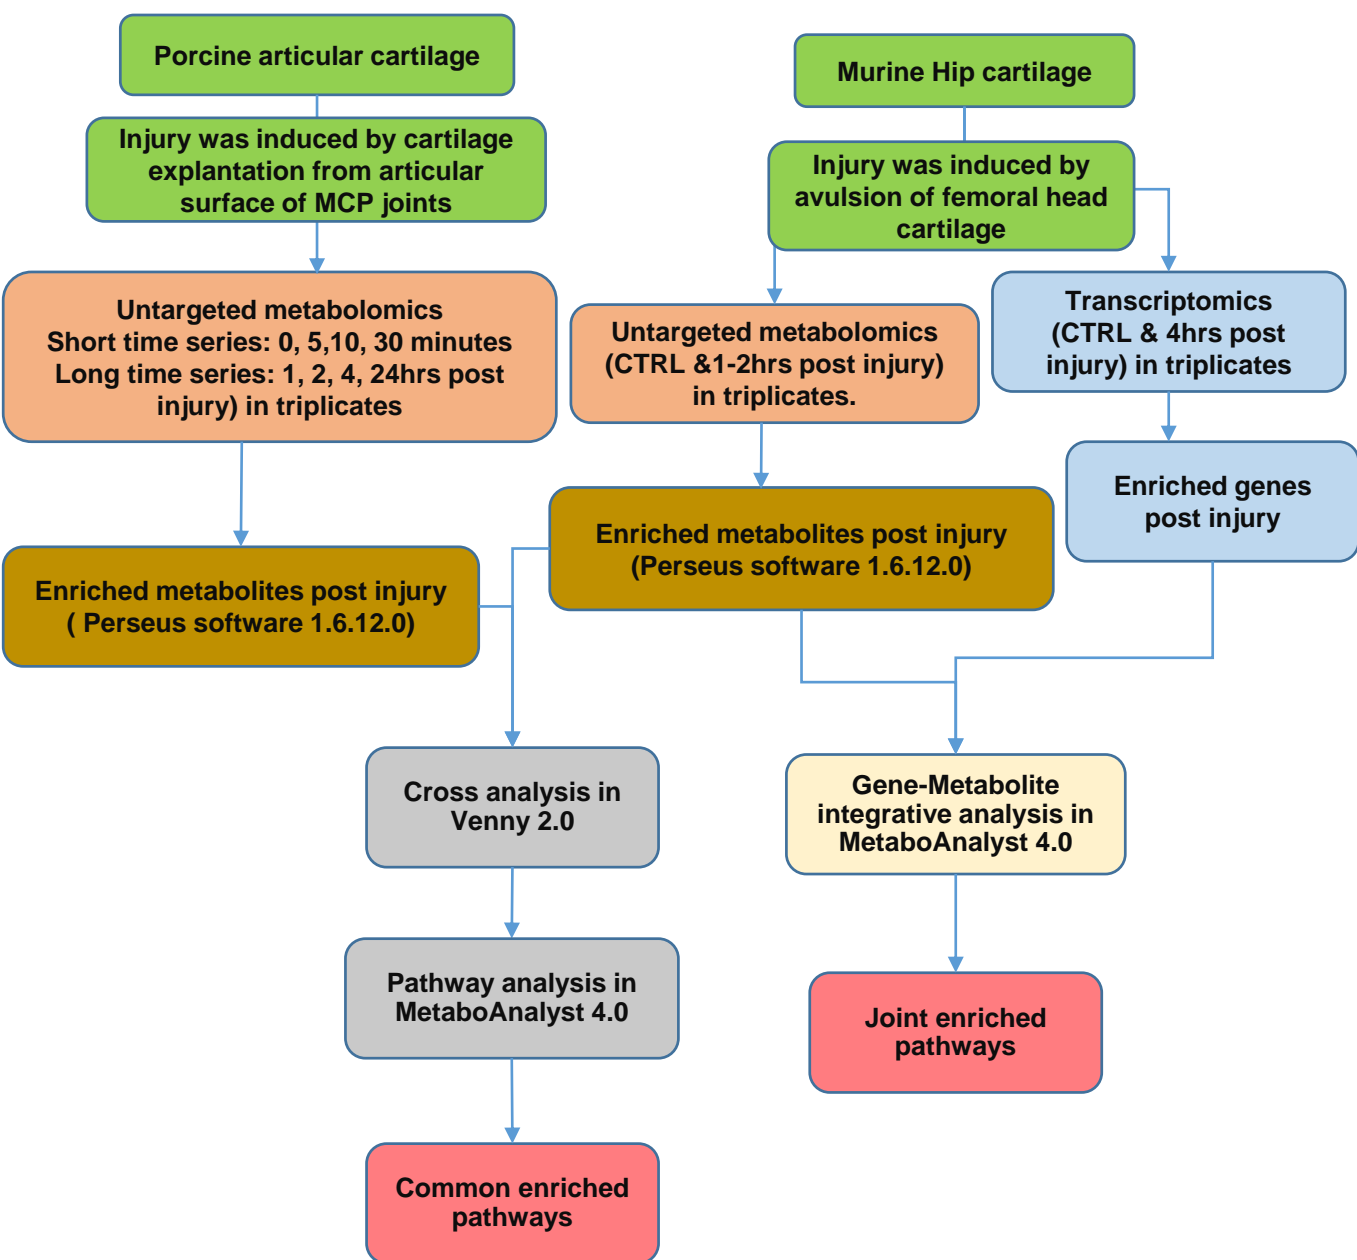

Supplementary Figure 1: Study design and analysis pipeline.

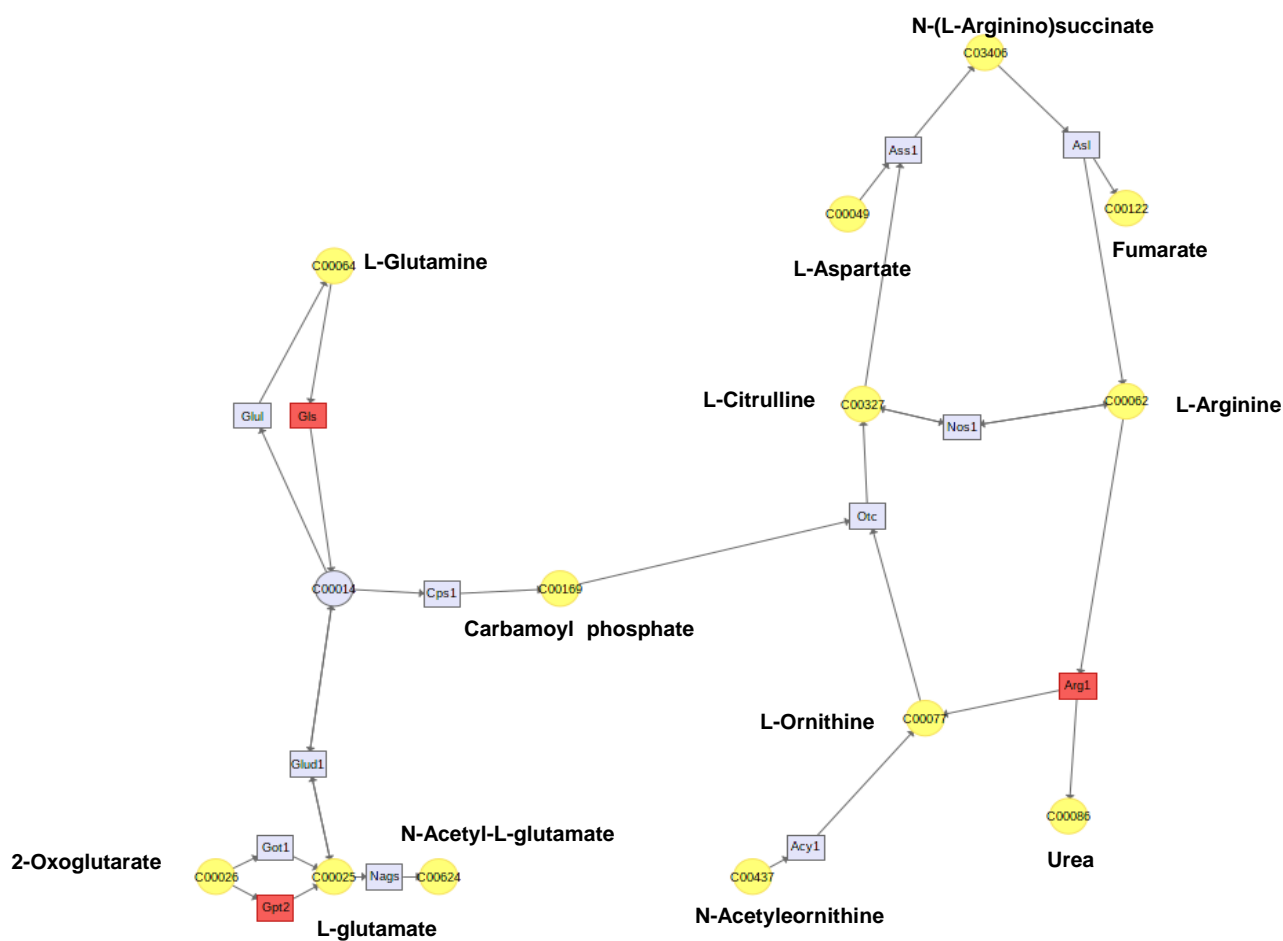

**Supplementary Figure 2: Integrative analysis shows genes and metabolites enriched in arginine biosynthesis pathway.** Gene list with fold of change were co-analysed with enriched metabolites (KEGG ID) using joint analysis module in MetaboAnalyst 4.0). Enriched metabolites are labelled and colored in yellow. Genes in red are upregulated post injury.

# Arginine and proline metabolism

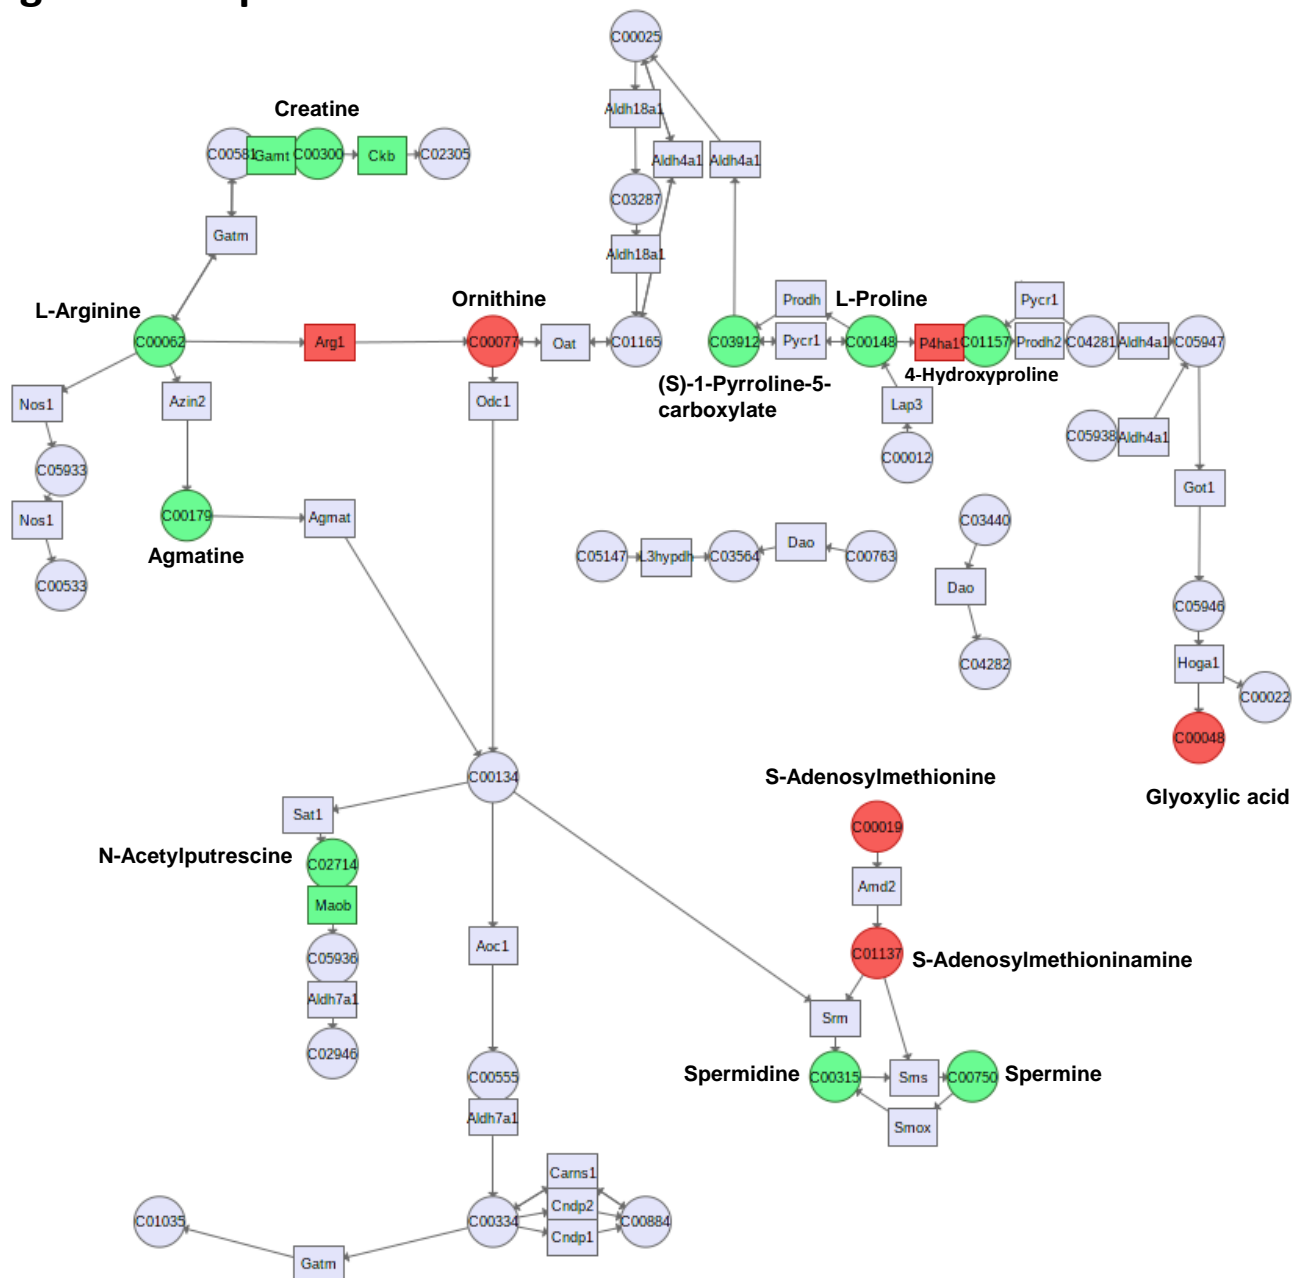

**Supplementary Figure 3: Integrative analysis shows genes and metabolites enriched in arginine and proline metabolism .** Genes list with fold of change post injury was co-analysed with enriched metabolites(KEGG ID) using joint analysis module in MetaboAnalyst 4.0. Enriched metabolites and genes post injury are shown in red(upregulated) and in green (downregulated).

## Glycolysis/Gluconeogenesis

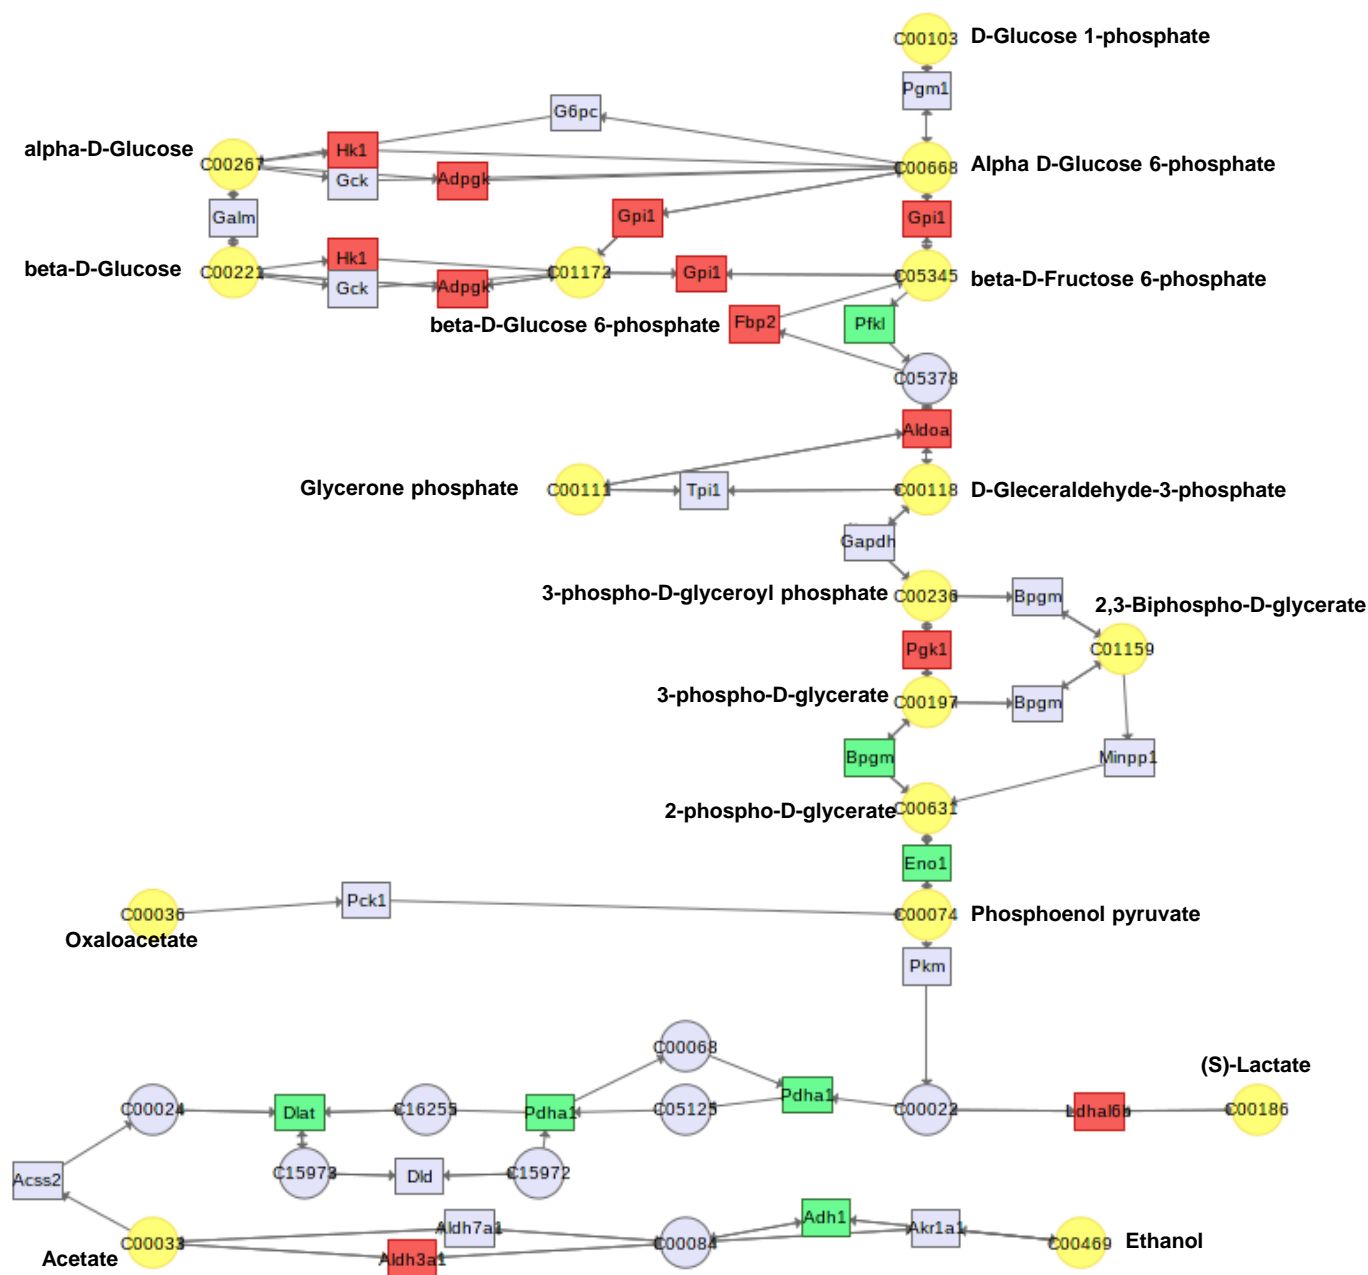

**Supplementary Figure 4: Integrative analysis shows genes and metabolites enriched in glycolysis/gluconeogenesis pathway.** Genes list with fold of change was co-analysed with enriched metabolites (KEGG ID) using joint analysis module in MetaboAnalyst 4.0). Enriched metabolites are labelled and colored in yellow. Genes in red are upregulated and in green are down regulated post injury.

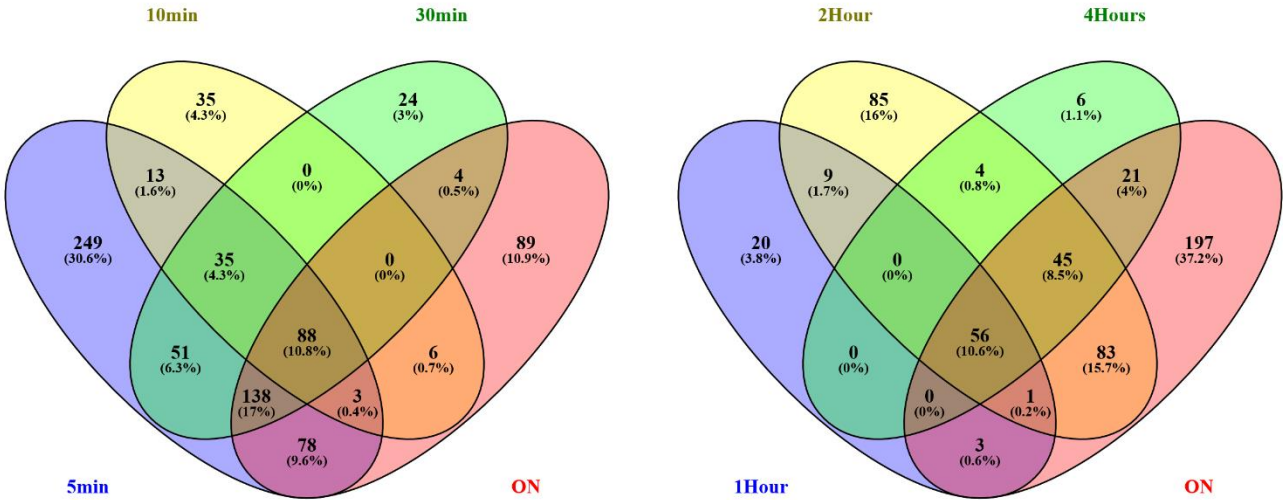

| Time points                          | total | Enriched putative metabolites features                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|--------------------------------------|-------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 10min 1hr 2hrs 30min 4Hrs 5min<br>ON | 48    | Vernoflexuoside Dimethamine Abyssinone V 2-phenylacetamide L-homocysteine Khellol glucoside (Z,Z,Z)-3,6,9-Dodecatrien-1-ol Pteryxin N-acetyl-L-glutamate-5-semialdehydeM Peucenidin metabolite Samidin isopentenyladenine Calanolide A 4-hydroxy-L-threonine sebacic acid 4-hydroxyphenylpyruvate D-cathine beta;-D-galactose Sophoraisoflavone A S-adenosyl-L-methionine D-mannose 5,6,7,8-tetrahydropteridine 1-sinapoyl-D-glucose 6,8-Diprenylnarigenin enol-phenylpyruvate Nodakenin spermine p-aminobezoic acid L-sorbose homocysteine 5-aminopentanoate guanine n-octane 5'-Prenylhomoeriodictyol 8-hydroxypurine Alkannin B,B-dimethylacrylate S-methyl-5-thio-D-ribose se-Methyl-L-selenocysteine bleekerine adenine sinapoyl glucose ester NG,NG-dimethyl-L-arginine Cascarrillin kynuramine Ginkolide A beta;-D-glucose Isoamidin                                                                                                                                                                                                                  |
| ON                                   | 48    | sulfate (+)-(1R,2R)-1,2-diphenylethane-1,2-diol 5-formyl-tetrahydrofolate Ranunculin N6-(1,2-dicarboxyethyl)-AMP 4-methyl-5-(2-phosphoethyl)-thiazole tryptophan deoxyribose-5-phosphate L-tyrosine dethiobiotin Elemicin 4-diphosphocytidyl-2-C-methylerythritol 2-amino-7,8-dihydro-4-hydroxy-6-(diphosphooxymethyl)pteridine 4-amino-2-methyl-5-phosphomethylpyrimidine 4-hydroxy-4-(3-pyridyl)-butanoate Aethusin Malvalic acid chorismate Sterculic acid cardiospermin adifoline 5,10-methenyltetrahydrofolate Stearolic acid leukotriene-C4 (3'R,\$'R)-3'Epoxyangeloyloxy-4'-acetoxo-3',4'-dihydroseselin Rutarin (E,E,E)-N-('"-methylpropyl)hexadeca-2,6,8-trien-10-ynamide Tuliposide A L-tryptophan 6-lactoyl-5,6,7,8-tetrahydropterin L-homoarginine linoleic acid inosine phloretin 5,6,7-Trimethoxycoumarin deoxyribose-1-phosphate sarmentosin formylkynurenine O-succinyl-L-homoserine ribose-1-arsenate Dimethyl disulfide prephenate N,N-dimethyltryptamine cinchonine harmaline oxaloglutarate 5-formiminotetrahydrofolate dihydrobiopterin |

Supplementary Figure 5: Cross analysis of metabolites features enriched at different time points post injury to porcine articular cartilage.

How the deposited data were processed for this re-analysis (not part of the article)

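RNA of murine hip cartilage from 12 samples was measured on Illumina mouse BeadChips. The samples form 4 conditions of 3 arrays: WT control, WT injured, Mapk9 KO control and Mapk9 KO injured. Samples were assigned to conditions and replicates from their deposited labels and from the paper's methods and Fig. 3B. The paper's text does not mention the Mapk9 KO arrays, and the WT arrays were taken as those of its comparison. Control hips were snap-frozen and injured hips were cultured for 4 h, so an effect of culture is part of every injury effect given here. The metabolite features and the porcine samples were not analysed here.

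The authors deposited bead signal intensities for 45281 probes, without background correction or normalization, each with a detection p-value. The deposited detection p-value is the share of negative controls brighter than the probe, in steps of 1 in 936. The authors corrected the intensities for background with negative control probes, normalized them with the vsn package and deposited log2 values for 21004 probes (46.4%). Package versions are not given in the paper. A comparison with the intensities showed a slope of about 1 per log2 unit at high signal. Of the deposited log2 values, 19992 probes were detected (p under 0.05) on at least 3 arrays, and 1012 on fewer, among them 254 detected on none, while no probe outside the table was detected on more than 2. The number of arrays limits the precision. Between 16930 and 17847 probes were detected on the Mapk9 KO control arrays (median 17805) and between 17444 and 18464 on the Mapk9 KO injured arrays (median 17994). Array medians after normalization lay between 7.55 and 7.70. Correlations between arrays lay between 0.868 and 0.986, and 0 pairs of arrays held identical values.

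Gene symbols were those of the deposited table. They were compared with a RefSeq gene table (assembly GRCm38.p6) that was used only for current names and for which genes neighbour each other: 12081 probes matched by RefSeq accession, 4394 by symbol, 1854 by an older symbol and 155 by gene ID, and 2520 kept the name in the file. Of the symbols, 4021 had more than 1 probe, and the probe with the highest mean over all arrays was taken as the main probe. For Ldhc, Aldoc, Slc7a11, Slc37a1, Ogn, Maob, Aldh1a3, Hk3, Adh7, Pfkp, Pgk1 and Mapk9 the array also carries probes outside the normalized table, each detected on at most 2 arrays. No coordinates are given because no genome build is named.

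Each probe was tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with Benjamini-Hochberg adjustment over all probes. Injury was tested in WT and in Mapk9 KO, genotype in the control arrays, and the interaction and the average of both injury effects over all 12 arrays. The threshold was a fold change above 2 and an adjusted p under 0.05, as in the paper. The interaction needed only the adjusted p. The paper used Perseus, whose test and filter settings for the arrays are not given in its text, and a t-test is named in the legend of Fig. 3. That test, called the methods' t-test, was run on the same values as an alternative. The threshold used the fitted log2 values also where a bound is printed. The genes named in the text are those the paper names, Mapk9, the 5 largest rises and the 5 largest falls in WT whose groups do not overlap, at most 5 genes with the smallest adjusted p for the genotype effect and for the interaction, and members of the marker lists. Some genes that fall under this rule are not reported here.

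Samples share replicate numbers, and the label codes run in consecutive sets of 4 by replicate number. Deviations from the group means correlated between 0.153 and 0.390 over the 18 pairs of samples with the same number (median 0.249), and between -0.289 and 0.0825 over the 36 other pairs (median -0.140). The numbers may therefore pair the samples, and a fit with the replicate number as a block was computed for every comparison as an alternative. The main fits carry no block, so values given without mention of a block leave this pairing out.

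The alternatives were normexp background correction with quantile normalization (neqc, offset 16), quantile normalization without background correction, array medians subtracted, only probes detected on at least 3 arrays, all 12 arrays in the fit, the replicate block, the number in the label code as a block, the methods' t-test, a permutation test with s0 of 0.1, other thresholds, the highest-mean probe per gene, and each array left out in turn. Fits on all probes of the array, with a muscle covariate and with the unadjusted t-test, and marker list means with values under the lowest value of a detected probe set to it, were added after the data were seen. In simulated data with 200 of 21004 probes changed, over 5 draws, limma recovered 89% of the changed probes in the WT comparison, 87.6% in Mapk9 KO, 88.1% for genotype, 77.6% for the interaction and 98.5% for the average injury effect. The methods' t-test with adjustment recovered 36.3% in the WT comparison. Every planted change exceeded the fold limit, fewer probes changed than in the injury comparisons, and the simulated arrays were drawn independently. These shares therefore do not give the power for changes near the limit or for arrays paired by replicate number. The GO test was run with Fisher's exact test on the direct terms of 4259 annotated genes, and recovered 10 of 10 simulated terms among 196 while calling 7 others.

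Marker lists for skeletal muscle, red blood cells, neutrophils and marrow, adipocytes, bone, chondrocytes, testis, ubiquitous glycolysis isoforms, the immediate early response and the inflammatory response were used. No gene is on 2 lists, and the paper names 1 gene of the muscle list, 1 of the testis list and 2 of the glycolysis list. The muscle covariate is the mean of the 19 muscle genes that the paper does not name. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.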

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

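The tests of strain DNA, of strain variants under probes, of the injured arrays and of exchanged genotype labels with the replicate block, and the fit with the muscle covariate, were chosen only after the results were seen.

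Injury changed 3233 genes on the Mapk9 KO arrays, 1640 upregulated and 1598 downregulated, and the paper does not report on these arrays. The methods' t-test with Benjamini-Hochberg adjustment gave 2773 genes. The real grouping is 1 of only 10 splits of these arrays, too few for a count of splits alone to exclude chance. The agreement with the WT arrays, which share none of them, was larger than in every other pair of splits drawn. The design offers injury and 4 h of culture as biological explanations, and the comparison does not separate them. Less muscle on the injured hips is a candidate for part of the list, since all 20 muscle list genes fell past the threshold, by a mean of 3.94. The muscle list fell in WT too, so the agreement with WT does not argue against this. With the muscle mean as a covariate 809 genes passed, but the covariate raised the standard errors by a median factor of 2.47.

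Mapk9 itself was lower on the Mapk9 KO control arrays at both probes, from 10.76 to 9.19 at the brighter (log2 difference -1.57, standard error 0.21, adjusted p = 0.0151 by limma) and at least 1.92-fold at the other (adjusted p = 0.00244), as the labels state. In all, 23 genes passed the threshold between the Mapk9 KO and WT controls, 6 higher and 17 lower, and 1356 probes had an unadjusted p under 0.05. The methods' t-test with adjustment gave 0 genes, with 1178 probes at an unadjusted p under 0.05, and the permutation test with s0 gave 25. The smallest adjusted p belonged to single probes of Nnmt (at least 18.9-fold lower, adjusted p = 1.2e-06), Adamts9 (at least 29.9-fold lower, adjusted p = 1.44e-06), Erdr1 (at least 40.1-fold lower, adjusted p = 1.44e-06), A630064P09Rik (at least 3.67-fold lower, adjusted p = 8.89e-06) and LOC380706 (at least 6.81-fold lower, adjusted p = 2.14e-05). Other probes of the same genes differed. The other Erdr1 probe was higher in Mapk9 KO (log2 difference 1.17), and the 2 other Adamts9 probes moved by at most 0.28. Another Nnmt probe was lower by 1.66 (adjusted p = 0.0381). A630064P09Rik and LOC380706 had no other probe. Without WT control replicate 3 the count was 341, 291 higher and 50 lower. The real grouping is 1 of only 10 splits, too few for a count of splits alone to exclude chance. Chance differences between the control arrays are argued against for most of the list by the injured arrays, which this comparison does not use. There 16 of the 23 genes differed by over 1 on the log2 scale in the same direction, as did 0.533% of all probes. Different amounts of other tissue on the hips are argued against as the whole cause, since 18 of the 23 genes stayed past the threshold with the muscle mean as a covariate and 0 are members of a marker list, although the muscle list was higher in the Mapk9 KO controls (12.51 against 11.14). Mbp and Sln, chosen after their values were seen, were higher in the Mapk9 KO controls, did not differ by over 1 on the injured arrays and are on no list. For Mbp, tissue that no list covers stays open. Sln moved in the direction of the muscle list (7.89 against 5.17 in the controls), so muscle stays open for Sln. The DNA of another strain around the targeted gene may be behind part of the list. Apart from Mapk9, 5 of the 14 genes with a known position (35.7%) lie on its chromosome, against 8.38% of 11951 genes (odds ratio 6.10, one-sided Fisher's exact test, p = 0.00432). They are 4933427D14Rik, 4930597A21Rik, Sparc, Anxa6 and 2010204O13Rik, chosen after their values were seen, and lie 118 to 726 genes from Mapk9. A strain variant under single probes is a further candidate explanation, since for 8 of the 10 genes with other probes every other probe changed by less than 1 on the log2 scale, against 31.3% of 1419 probes that passed the threshold in WT injury. The loss of Mapk9 stays open as a biological explanation and was not tested apart from these.

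The interaction of genotype and injury gave 0 genes by limma without a block, with 2088 probes at an unadjusted p under 0.05. With the replicate number as a block it gave 105 genes, and it was this test that raised the result. Without the block all 100 of 100 drawn splits gave at least as many genes, which a count of 0 fixes, so they decide nothing. With the block, 1 of 32 exchanges of the genotype labels within same-numbered pairs gave as many genes, which is the real one, so chance can be excluded for this setting taken alone. The setting was singled out for its count, which the exchanges do not allow for, so chance stays open for the result as a whole. Other exchanges gave 81 and 75 genes, and 28 gave 0. Calu (log2 interaction 2.28, its probe detected on 1 of the 3 WT injured arrays) and Fgfr3 (2.21) had an adjusted p of 0.0137 with the block, and LOC333744 (1.43) of 0.0259. Of the 112 probes behind these genes, 102 had a positive interaction and 10 a negative one, 72 had the larger effect in Mapk9 KO, and 1 gene of the muscle list was among the 105. Without a block and without WT control replicate 3, 209 genes passed, 24 of them with a positive interaction and 185 with a negative one, including 7 muscle list genes, all negative, so most signs are opposite in the 2 settings. The result may therefore depend on how the arrays are paired and on 1 control array, and an effect of Mapk9 on the injury response stays open.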

How the results depend on the processing

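The fits on all probes, with the muscle covariate and with the unadjusted t-test, and the marker lists with low values raised to the lowest detected value, were chosen only after the results were seen, and all other alternatives, with the marker lists, the threshold and the rule for naming genes, were fixed before the data were examined.

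The muscle covariate separates the groups and raised the standard errors by a median factor of 1.72 in WT and 2.47 in Mapk9 KO, so calls lost with it need no effect of muscle.

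Injury in WT changed 2560 genes. Quantile normalization without background correction gave 967 (576 higher, 391 lower), the methods' t-test with Benjamini-Hochberg adjustment 1413 (839 higher, 574 lower) and the adjusted p with no fold limit 4403 (2181 higher, 2232 lower). All probes of the array with normexp and quantile normalization gave 846 lower genes. The other WT counts stayed within 1.5 times, and with each array left out they lay between 2358 and 2827 genes, with 1211 to 1358 higher and 1088 to 1501 lower.

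Injury in Mapk9 KO changed 3233 genes. Quantile normalization without background correction gave 1463 (762 higher, 701 lower), no fold limit 6492 (3171 higher, 3360 lower) and the muscle covariate 809 (494 higher, 315 lower). With each array left out the count lay between 3207 and 3416. Over both genotypes 2739 genes passed. Quantile normalization without background correction gave 1175 (631 higher, 544 lower), no fold limit 7819 (3758 higher, 4137 lower) and the muscle covariate 1564 (808 higher, 757 lower). Leaving out each array gave 2724 to 2788.

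The genotype comparison of the controls gave 23 genes, 6 higher (26.1%). Quantile normalization without background correction gave 13 (2 higher, 11 lower, 15.4% higher), all 12 arrays in the fit 41 (11 higher, 30 lower), unadjusted p with a fold above 2 gave 246 (184 higher, 63 lower), and the methods' t-test with adjustment 0 (0 higher, 0 lower; 1178 probes at an unadjusted p under 0.05). All probes of the array with normexp and quantile normalization gave 14 (3 higher, 11 lower), and the methods' t-test without adjustment 88 (33 higher, 55 lower). With each array left out the count lay between 17 and 341, with 3 to 291 genes higher and 13 to 50 lower. The highest came without WT control replicate 3 and the lowest without Mapk9 KO control replicate 1 or replicate 2. The interaction gave 0 genes by limma and 734 at the unadjusted p with a fold above 2. With each array left out it gave 0 to 209, the highest without WT control replicate 3. With the replicate block the interaction gave 105 genes, and this pairing moved no other count by over 1.5 times and changed no call of the 47 single genes named for WT injury. Of the 23 genotype genes 17 were also called with the block, which gave 19, and of the 2560 WT injury genes 2546. The causes of these changes were not tested.

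Of the 39 genes the paper names, 35 passed in its direction. The methods' t-test with Benjamini-Hochberg adjustment gave 22 and the muscle covariate 22, and with each array left out 30 to 35. Of the 137 genes of the pathway lists, quantile normalization without background correction gave 72 and the methods' t-test with Benjamini-Hochberg adjustment 88. Of 752 values of 47 single genes, 692 kept their direction and call, 58 lost the call, 18 of these with the methods' t-test with Benjamini-Hochberg adjustment, 15 with the muscle covariate and 9 with quantile normalization without background correction, and with the muscle covariate Pgam2 (0.0077) and Ckm (0.10) changed sign. Of the list means, 16 moved by more than the spread of the arrays and 224 did not. Between 8 and 9 of the 10 marker lists separated WT control from WT injured arrays under every alternative run, 9 of them with low values raised, and the correlation of injury effects between genotypes stayed between 0.822 and 0.887. Signals near the background limit the folds of genes undetected in a group to bounds.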

Differences from the paper's values

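The tests on all probes of the array, with the muscle covariate and with the unadjusted t-test were chosen only after the results were seen.

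The paper gives 769 downregulated genes post injury, and the value here is 1272. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's with normexp background correction and quantile normalization (1022), with only probes detected on at least 3 arrays (1125), with the methods' t-test with Benjamini-Hochberg adjustment (574), with the highest-mean probe per gene (1114), without WT control replicate 1 (1088) and without WT injured replicate 2 (1147). It did not with quantile normalization without background correction (391), array medians subtracted (1154), all 12 arrays in the fit (1311), the replicate block (1310), the label code number as a block (1275), the permutation test with s0 (1197), no fold limit (2232), the unadjusted p with a fold above 2 (1350), without WT control replicate 2 (1501), without WT control replicate 3 (1331), without WT injured replicate 1 (1234) or without WT injured replicate 3 (1192). Chosen after seeing the values, all probes of the array with normexp and quantile normalization gave 846 and dropped 26 of the 137 genes in the paper's complete pathway lists, the muscle covariate gave 1058 and dropped 41, and the methods' t-test without adjustment gave 1105 and dropped 0.

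The paper states that P4ha1 was upregulated. On the WT arrays its main probe had a log2 fold change of 0.60 (adjusted p = 0.0485 by limma). Only the adjusted p with no fold limit called it there. On the Mapk9 KO arrays its other probe passed the threshold (1.88, adjusted p = 0.00012 by limma), as it did over both genotypes (1.28, adjusted p = 0.0015). The main probe did not pass on the Mapk9 KO arrays (0.54, adjusted p = 0.0867) or over both genotypes (0.57, below the fold limit). The paper lists Ckb among the changed genes. Its log2 fold change on the WT arrays was -0.63 (adjusted p = 0.103 by limma), and no setting run for WT injury called it. Ckb missed only the fold limit with normexp and quantile normalization (-0.95, adjusted p = 0.00277 by limma). The same held with quantile normalization without background correction (-0.94, adjusted p = 0.000442) and without WT control replicate 3 (-0.92, adjusted p = 0.0124). In the other WT settings its adjusted p was above 0.05. Ckb did pass the threshold on the Mapk9 KO arrays (-1.42, adjusted p = 0.000923 by limma) and over both genotypes (-1.03, adjusted p = 0.000418). Fig. 3B shows P4ha3 as upregulated. Its only probe lies outside the normalized table and was undetected on all 12 arrays.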

Other observations

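The tests of another transcript under the Ldhc probes, of paired splits for the correlation of injury effects, of the chromosome of Nnmt, of muscle on WT control replicate 3 and of the lists with low values raised, and the fit with the muscle covariate, were chosen only after the results were seen.

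The injury effects of WT and Mapk9 KO, which share no arrays, correlated across 21004 probes with Pearson's r = 0.863 and Spearman's rho = 0.775, where probes are not independent replicates. Of 3086 probes past the threshold in WT, 3030 (98.2%) changed in the same direction in Mapk9 KO and 2383 also passed there. Of the WT genes 1996 also passed in Mapk9 KO. Of 100 pairs of splits of the WT and the Mapk9 KO arrays, 1 gave as large a correlation, which is the real one, so chance can be excluded. The others reached an absolute r of 0.771, with a median of 0.535. Over both genotypes 2739 genes passed, in 1 of 100 drawn splits, the real one, and chance can be excluded there too. The largest count of another split was 1356. For WT injury alone the real grouping is 1 of 10 splits, too few for a count of splits alone to exclude chance.

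The 20 genes of the skeletal muscle list fell by 2.43 on the log2 scale in WT, 16 of them past the threshold and 18 adjusted over the list alone, and by 3.94 in Mapk9 KO. Less muscle on the injured hips is a candidate explanation for the lower Eno3, Pgam2, Ckm and Ckmt2. The muscle list held 1 gene that the paper names, and cartilage may also express some of its members, a share that was not measured. Within the groups Ckm correlated with the muscle mean over 12 arrays at r = 0.970 (permutation test, p = 1e-05, the smallest that the permutations can give), with rho = 0.916 (permutation test, p = 9e-05) and r = 0.963 without the 2 farthest arrays. Ckmt2 correlated at r = 0.938 (permutation test, p = 3e-05), with rho = 0.881 (permutation test, p = 0.00033) and r = 0.890 without them. With the muscle mean as a covariate the log2 fold change of Ckmt2 in WT was -0.07 (standard error 0.48, adjusted p = 0.951 by limma). In Mapk9 KO the covariate left Eno3 at -0.92 (adjusted p = 0.336 by limma) and Pgam2 at 0.23 (adjusted p = 0.823). The covariate separates the groups, so the adjusted p of these fits decides little, and the correlations within the groups carry more weight. A lower expression of these genes in cartilage itself stays open, since the dissected hips were not separated by tissue.

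The other marker lists were tested for the same reason. In WT the mean change was 0.10 for red blood cell genes (exact permutation test, p = 0.8), 1.04 for neutrophil and marrow genes, -1.33 for adipocyte genes, -0.43 for bone genes, 1.31 for chondrocyte genes, 0.83 for the ubiquitous glycolysis isoforms, 2.33 for immediate early genes and 2.72 for inflammatory genes. Every list but the red blood cell list separated the groups (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). In Mapk9 KO the changes were -0.32, 0.47, -2.53, -0.86, 1.41, 0.43, 2.82 and 2.69 in the same order. Some members of the muscle, adipocyte, immediate early and inflammatory lists were undetected in a group. With every value under the lowest value of a detected probe on its array set to that value, these lists changed by -2.29, -1.16, 2.17 and 2.18 in WT and by -3.80, -2.19, 2.65 and 2.19 in Mapk9 KO, and the same lists separated the groups in WT. No mean is given for the testis list, since only Ldhc and Prm1 are in the table and Ldhc was undetected on the control arrays. Of the ubiquitous glycolysis isoforms Pgk1 and Eno1 passed the threshold in WT, and Ldha rose by 0.82 on the log2 scale without reaching the fold limit (adjusted p = 0.0187 by limma).

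Ldhc, a lactate dehydrogenase gene best known from testis, was undetected on the control arrays and bright on the injured arrays of both genotypes. Testis RNA in the injured samples is argued against, since 10 of the 13 probes of the 8 other testis list genes on the array, including those of Tnp2, Pgk2 and Akap4, stayed undetected on every injured array. Prm1, the only other list gene in the normalized table, did rise, by 1.36 on the log2 scale (adjusted p = 0.0127 by limma). Signal of another transcript on 2 of the 3 Ldhc probes is a candidate explanation, since the third probe stayed at a mean signal of 149 on the WT injured arrays while the others reached 1131 and 2700. A rise of an Ldhc transcript that lacks the sequence of the third probe stays open as well, since the probes' places in the transcript were not examined.

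Without WT control replicate 3 the comparison of the control genotypes gave 341 genes, of which 15 were muscle list genes, all higher in Mapk9 KO. The muscle list mean was 12.29 on WT control replicate 3, 10.88 and 10.24 on the other WT controls and 12.36 to 12.60 on the Mapk9 KO controls. More muscle on WT control replicate 3 than on the other WT controls may be behind part of this dependence. Of the 331 added higher probes outside the muscle list, 48.6% followed the muscle mean (r above 0.5) on the 9 other arrays, against 10.2% of 20644 other probes.

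Of the genes that differ between the control genotypes, 3 of the 13 with a position other than Nnmt lie on chromosome 9, where Nnmt lies, against 5.66% of 11950 genes (odds ratio 5.02, one-sided Fisher's exact test, p = 0.0337), which does not pass after adjustment over the 2 chromosomes tested (0.0674). They are Alg9, Sln and Kif23, chosen after their values were seen, 49, 101 and 302 genes from Nnmt.

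The 34 folds and p-values printed in Fig. 3B match the values here within 1 unit of the second digit, and the matching p-values are those of the methods' t-test without adjustment. All 34 of these probes passed the threshold by limma, and 17 passed after Benjamini-Hochberg adjustment of the methods' t-test.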
